# Dopamine neuron specific RNA-sequencing reveals *Neprilysin 1* acts downstream of the cohesin complex to suppress learning

**DOI:** 10.1038/s42003-026-09690-z

**Published:** 2026-02-16

**Authors:** Illia Pimenov, Courtney M. MacMullen, Chisom Ezeh, Amoolya Sai Dwijesha, Justine David, Akhila Eswaran, Ronald L. Davis, Anna Phan

**Keywords:** Functional genomics, Classical conditioning

## Abstract

We previously identified Stromalin, a cohesin complex subunit, as a learning suppressor in *Drosophila melanogaster* that acts by limiting synaptic vesicle numbers in dopamine neurons. However, the mechanism by which Stromalin modulates synaptic vesicles remains unclear. We hypothesized that this occurred through the cohesin complex’s function in developmental gene regulation. Through dopamine neuron-specific RNA-sequencing followed by RNAi screening, we identified Neprilysin 1 (Nep1), a zinc-dependent metallopeptidase, to be positively regulated by the cohesin complex and a key downstream effector of Stromalin. *Nep1* knockdown phenocopies *Stromalin* knockdown effects, enhancing learning and memory and increasing synaptic vesicle markers in dopamine neurons. Like *Stromalin*, *Nep1* suppresses synaptic strength between dopamine and mushroom body neurons. Finally, we show *Nep1* overexpression rescues both memory and synaptic vesicle phenotypes caused by *Stromalin* reduction. Interestingly, while cohesin complex appears to set the expression levels for *Nep1* during development, Nep1 function in adult flies supports its learning effects.

## Abstract (web summary)

Dopamine neuron specific RNA-sequencing reveals Neprilysin 1 to be positively regulated by the cohesin complex and a key downstream effector of Stromalin that suppresses learning by limiting synaptic vesicle numbers in dopamine neurons.

## Introduction

Neurobiological and neurocircuit mechanisms supporting learning and memory are exquisitely complicated and tightly controlled. The function of “memory suppressor genes” that act to suppress some aspect of the learning and memory process is one way in which the nervous system exerts this control^1–3^. Thus, removing or reducing the functions of these genes leads to memory enhancements. Memory suppressors have roles during memory encoding, maintenance, and forgetting^2,3^. Although nearly 100 memory suppressor genes have been identified, only a small proportion of these have been studied in depth to reveal how they act to limit learning and/or memory processes^2,3^, significantly adding to our fundamental understanding of memory encoding and storage. For examples, studying the memory suppressors Rac1, a Rho family GTPase, and Scribble, a scaffolding protein connecting Rac1 with downstream signaling molecules, revealed they function downstream of dopamine receptor signaling to promote forgetting^4–7^. Another memory suppressor, choline/acetylcholine transporter SLC22A, was shown to limit acquisition by reducing neurotransmitter signaling^8^. Currently, most memory suppressors identified that act on acquisition appear to function by limiting neuronal excitability or neurotransmitter signaling^2,3^.

We previously identified a novel memory suppressor gene called *Stromalin* in *Drosophila* (homologous to mammalian *Stromalin 1* and *Stromalin 2*), revealing that it acts to limit learning by constraining the number of synaptic vesicles in the dopamine neurons (DANs) required for aversive olfactory memory^9^. This is a highly unusual mechanism, compared with other known memory suppressors^2,3,5,8^. Using serial section electron microscopy and 3D reconstruction, we identified the sizes and morphology of synaptic vesicles (and dense core vesicles) are normal, but there is a 2-fold increase in the numbers of synaptic vesicles when *Stromalin* is knocked down in DANs (controls = 101 synaptic vesicles/μm^3^ neuropil, *Stromalin* KD = 239 synaptic vesicles/μm^3^ neuropil), and a similar doubling was also seen in dense core vesicles (controls = 46 vesicles/μm^3^ neuropil, *Stromalin* KD = 104 vesicles/μm^3^ neuropil)^9^. This resulted in increased dopamine neurotransmitter release and enhanced learning^9^. Moreover, reducing *Stromalin* levels does not change the number and size of synaptic boutons^9^. Little is known about how neurons regulate the numbers of synaptic vesicles that are produced, or the cellular mechanisms leading to their biogenesis in the cell body, in stark contrast to our understanding of synaptic vesicle recycling at synaptic terminals, which is far more advanced^10–12^. Thus, we pursued this effect of *Stromalin* to reveal more about how synaptic vesicle biogenesis occurs and is regulated.

Stromalin, together with SMC1, SMC3, and Rad21, are subunits forming the cohesin complex, canonically known for their role in maintaining sister chromatid cohesion during cell division^13^. However, they also have important roles in regulating gene transcription in cells, including in postmitotic cells^14–20^. The cohesin complex regulates gene transcription through a variety of mechanisms, including through altering three-dimensional DNA architecture, interacting with CCCTC-binding factor (CTCF), Polycomb group protein complexes, or transcription factors^14,15,18,21–23^. Heterozygous mutations in cohesin complex genes, or those of its regulators, result in rare developmental disorders known as cohesinopathies that affect multiple systems, including the nervous system, resulting in cognitive and intellectual disabilities^18,24–27^. The most well-known of these are Cornelia de Lange syndrome and Roberts syndrome^28,29^. Human, mouse, and *Drosophila* cells with such heterozygous mutations generally do not exhibit defects in sister chromatid cohesion^19,30,31^, leading to the speculation that the symptomatic effects of cohesinopathies may result from impairments in gene transcription, rather than defects in chromatid cohesion^14,32,33^. If cohesinopathy symptoms were primarily the result of one or a few dysregulated genes that could be manipulated at later developmental timepoints to attenuate symptoms, then identifying these genes could reveal possible treatment targets even after very early transcriptional programs have been altered.

We hypothesize that Stromalin constrains synaptic vesicle numbers and suppresses learning via transcriptional mechanisms. This is supported by the fact that *Stromalin* knockdown (KD) in postmitotic DANs led to learning enhancements in adult animals and our manipulation did not affect the numbers of DANs^9^. Moreover, these effects of *Stromalin* are likely the result of impairing cohesin complex function, rather than a cohesin-independent effect of *Stromalin*^34^, as *SMC1* KD in DANs also enhanced memory performance, similar to *Stromalin*^9^. Thus, we used cell -specific RNA-sequencing (RNA-seq) to identify the transcriptional differences in 3^rd^ instar DANs when *Stromalin* was knocked down. We then used an RNAi screening strategy to silence differentially expressed genes (DEGs) in DANs to identify which of the transcriptional changes caused learning and synaptic vesicle changes. From these efforts, we identified reduced expression levels of a zinc-dependent metallopeptidase, Neprilysin 1 (Nep1), as the likely regulator of synaptic vesicle numbers in DANs that acts downstream of the cohesin complex. Moreover, reducing *Nep1* expression only in adult flies causes the learning phenotypes. This suggests that even *after* developmental transcriptional programs have been set by the cohesin complex, manipulating *Nep1* levels or function may be able to attenuate some cohesinopathy symptoms.

## Results

### Dopamine neuron specific RNA-sequencing

Previously, we demonstrated *Stromalin* functions developmentally to restrict synaptic vesicle (SV) pool sizes, leading to limitations on adult learning^9^. Increases in SV numbers can be observed via increases in the SV marker Synaptotagmin:eGFP (Syt:eGFP) at the synaptic terminals, even when Syt:eGFP is overexpressed (using *UAS-Syt:eGFP*)^9^. Following *Stromalin* RNAi expression in DANs using the tyrosine hydroxylase driver line *TH-GAL4*, Syt:eGFP increases emerge at 5 days after egg laying (AEL; corresponding to the middle of the 3^rd^ instar period), before persisting into adulthood, enhancing cognition^9^. Here, we replicated these Syt:eGFP results using the more restrictive dopaminergic *GAL4* driver, Δ*TH-D’-GAL4* (Fig. 1A). While in adult brains the Δ*TH-D’-GAL4* expresses in all PPL1 DANs that innervate the mushroom body (MB), during the 3^rd^ instar larval stage Δ*TH-D’-GAL4* only expresses in the 2-3 DANs innervating the γ1pedc MB region, known as PPL1-γ1pedc (Fig. 1A)^9^. We chose this driver because we wanted to restrict the heterogeneity of cells for DAN-specific RNA-seq as much as possible, and *Stromalin* KD in the PPL1-γ1pedc is sufficient to enhance learning in adult flies^9^. Additionally, Δ*TH-D’-GAL4* does not strongly express the fluorescent membrane marker mCD8:GFP in any other neurons in the 3^rd^ instar central brain (unlike the *TH-GAL4* driver, which expresses in non-PPL1 dopamine neurons), thus enabling the collection of PPL1-γ1pedc cell bodies for RNA-seq (Fig. 1B). We dissected larval brains from 3^rd^ instar larvae at 5 days AEL, the first time point at which we observe increased Syt:eGFP levels (Fig. 1A). Brains were dissociated and 25 GFP^+^ cell bodies were manually picked per RNA-seq sample (*n* = 3/genotype). 

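SA, the gene of Stromalin, a subunit of the cohesin ring, held 1372 counts in control 3, 3 counts in Stromalin KD 1 and 0 counts in the other libraries. Its mean was 60.6 ± 105 normalized CPM in control (SD, n = 3) and 0.116 ± 0.200 in Stromalin KD (SD, n = 3). SMC1 and SMC3, which form the ring with it, were each found at 10 counts or more in 1 library per genotype: SMC1 at 159 counts in control 2 and 573 in Stromalin KD 2, SMC3 at 590 in control 2 and 799 in Stromalin KD 1. For vtd, the ring subunit Rad21, the log2 fold change (Stromalin KD over control) was -0.38 (SE 2.70, n = 3 per group), and for Nipped-B, which loads cohesin on DNA, 0.84 (SE 1.38). With 10 counts or more in 1 library only, SA did not pass the count filter and was not fitted in edgeR, and in an exact permutation the place of control 3 alone decides the result, so that these libraries carry little information on its change. None of the 6 tested cohesin genes passed: 0 had an adjusted p under 0.05 or an unadjusted p under 0.05 in edgeR's quasi-likelihood test, and 0 were called by DESeq2. Without control 3, SA's difference of means, Stromalin KD minus control, was 0.118 normalized CPM. The sign of vtd turned positive without control 3, Stromalin KD 1 or Stromalin KD 3, and that of Nipped-B negative without Stromalin KD 3. SA lies on chromosome 2L of BDGP6, positions 6950421 to 6954586, plus strand, where CG13775 overlaps it on the opposite strand. Whether the counting used the strand is not given in the sources used here.
The RNA came from GFP-marked PPL1-γ1pedc neurons of larvae at 120 h after egg laying. The authors deposited whole-number counts per gene, for which the submitters' processing notes name HTSeq 0.9.1, DESeq2 and the build BDGP6. The aligner is not given in the sources used here. Counts in genes came to 7790921, 9625056 and 8297822 in controls 1 to 3, and 8711709, 9624935 and 8638734 in Stromalin KD 1 to 3. At these depths a gene with 0 counts can lie anywhere up to 0.312 to 0.385 CPM (3 counts, counting error only, and reads copied from 1 molecule make the true limit higher). A fold given as at least some value sets the mean of the higher group in these libraries against a floor. It leaves out the spread of that mean and genes missed by whole libraries, so it does not bound the change in the neurons. Genes with at least 10 counts in at least 2 of the 6 libraries were compared in edgeR with TMM scaling and Benjamini-Hochberg adjustment at 0.05, and DESeq2 was run beside it at its default settings. Choices that changed the number of calls included the tool, the scaling, the low-count filter, Cook's filtering in DESeq2 and which libraries were kept.

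**Figure D1:**
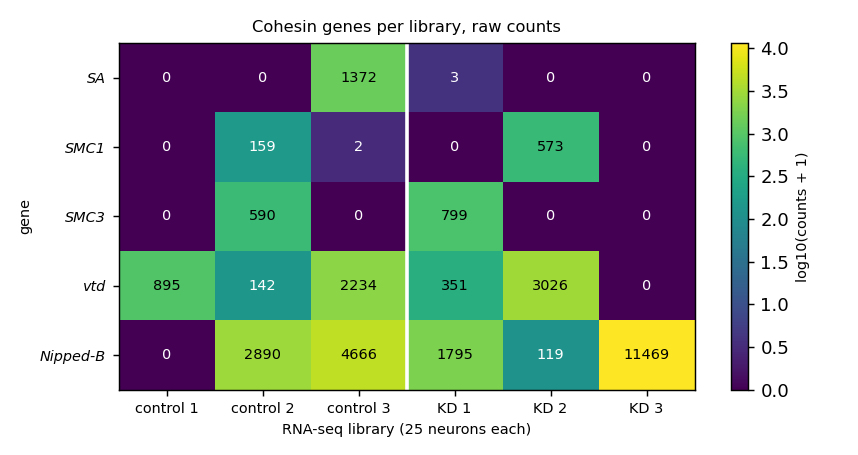
Raw counts of SA, SMC1, SMC3, vtd and Nipped-B in each of the 6 libraries.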

RNA was isolated from these cells and subjected to RNA-seq to identify DAN-specific DEGs at the critical time window when SV numbers were increasing in *Stromalin* KD DANs (Fig. 1C). 

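Vmat, DAT and ple, the genes of dopamine packaging, uptake and synthesis, were strongly expressed in every library. Vmat, which loads dopamine into vesicles, had a mean of 24014 ± 12836 normalized CPM in control and 23616 ± 9735 in Stromalin KD (SD, n = 3 each), and DAT, which takes dopamine back up, 4832 ± 1375 and 4550 ± 2471. ple, tyrosine hydroxylase and the source of the TH driver name, had 2593 ± 270 and 1813 ± 708, and Ddc, the next enzyme of the pathway, 392 ± 574 and 305 ± 41.1. pr, which makes the cofactor of tyrosine hydroxylase, had 0 counts in every control and 612, 0 and 297 in Stromalin KD 1 to 3, at least 294-fold higher against a floor of 3 counts over the control group. The neuronal genes elav (RNA binding) and nSyb (vesicle fusion) had 1212 ± 771 and 3208 ± 312 in control, and 1218 ± 376 and 4061 ± 1604.5 in Stromalin KD. All 12 pan-neuronal genes reached 10 counts in every library.
Among markers of other cells, repo and alrm (glia), dpn and ase (neuroblasts), ChAT (acetylcholine), Gad1 (GABA), Tdc2 (octopamine) and Trh (serotonin) had 0 counts in all 6 libraries. Other members of these lists had counts. VGAT, the vesicular GABA transporter, had 112 counts in control 1, 0 in controls 2 and 3, and 1762, 500 and 1737 in Stromalin KD (log2 fold change 4.86, SE 3.92, unadjusted p = 0.216, exact permutation p = 0.1). VGlut, the vesicular glutamate transporter, had 7 counts, in Stromalin KD 3, and VAChT, the acetylcholine one, 486 there. Of the glial list, 7 of 14 genes had a count somewhere, with nrv2 at 3824 counts in control 2. Of the neuroblast list 3 of 12 did, with grh at 800 in Stromalin KD 3. Of the octopamine and serotonin genes 3 of 5 had counts, such as SerT with 786 in Stromalin KD 1, and of the Kenyon cell genes 6 of 7, such as ey with 1107 in control 1. Of the fat body and blood cell genes 9 of 14 had counts. In control 2, 8 reached 10 counts (Lsp1gamma, a larval storage protein, had 5593), against 0 in controls 1 and 3 and Stromalin KD 1, 3 in Stromalin KD 2 and 2 in Stromalin KD 3.
No shift was called for the dopamine list (7 tested) or the pan-neuronal list (12 tested): 0 genes of each had an unadjusted p under 0.05 in edgeR, with camera adjusted p = 0.835 and 0.947. For single genes the unadjusted p was 0.873 for Vmat, 0.384 for ple and 0.0685 for pr. DESeq2 called pr (adjusted p = 0.0478) and no other gene of either list. The sign of the difference turned without control 3 for Vmat, DAT and Ddc, and without Stromalin KD 1 for Vmat and DAT. Exons of Ddc overlap CG10561 and those of Vmat overlap CG13330, both on the opposite strand.

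**Figure D2:**
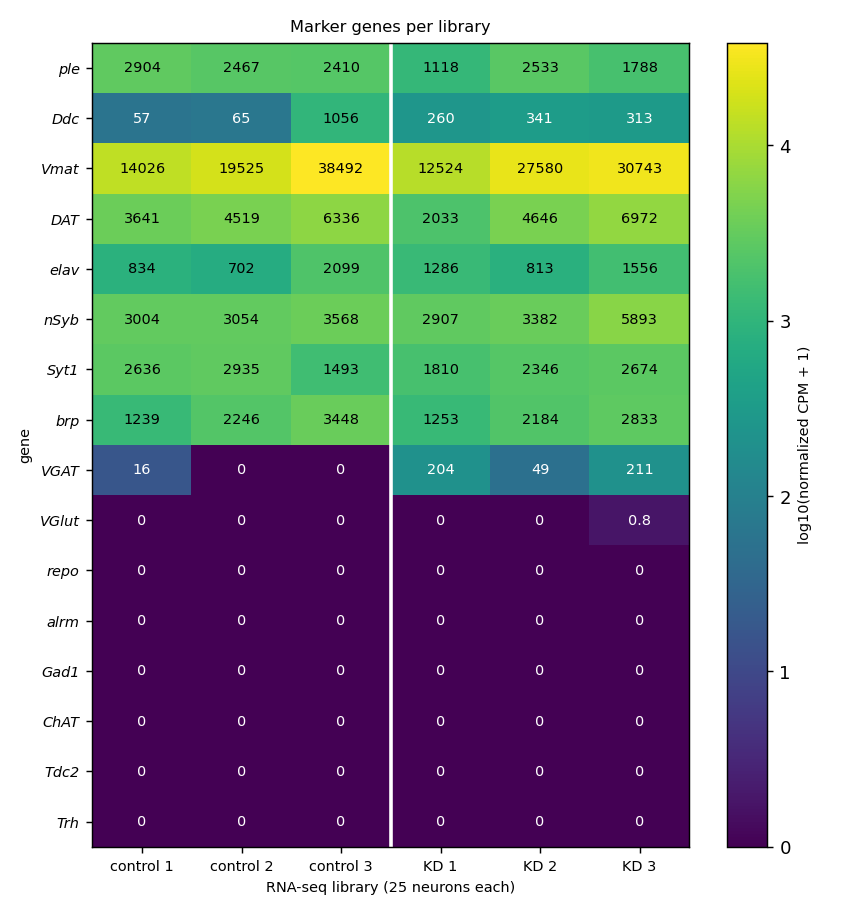
Normalized CPM of cell type markers in each of the 6 libraries, log10 scale after adding 1. The darkest color marks 0 and values near it, and the number in each cell is the CPM.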

DESeq2 analysis revealed 160 significant DEGs (adjusted p-value; Fig. 1D, Supplementary Data 1). 

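CG6511 had 1003, 0 and 8600 counts in controls 1 to 3 and 0 counts in all 3 Stromalin KD libraries. It was at least 3863-fold lower against a floor of 3 counts over the group (adjusted p = 0.0471, edgeR quasi-likelihood, exact permutation p = 0.4). Its edgeR call was lost without control 1, without control 3 and without any single Stromalin KD library. It was also lost with total counts as the only scaling, with the replicate number as a block and with each other count filter. The rRNA pseudogene 18SrRNA-Psi:CR41602 fell by 0.29 log2 units (SE 0.06, adjusted p = 0.00698, edgeR), with 118983 ± 40305 normalized CPM in control and 97575 ± 8732 in Stromalin KD (SD, n = 3 each, exact permutation p = 0.7). Without control 1, which had the highest rRNA share, its fold change turned positive and was not called. PpD3, a protein phosphatase, had 4791, 17 and 2317 counts in control and 0, 0 and 1 in Stromalin KD. CG7044 had 0 counts in control and 0, 4080 and 4508 in Stromalin KD, at least 2608-fold higher.
CG6511 and the pseudogene were the only genes past the threshold in edgeR, 2 of 4093 tested, 0 higher and 2 lower. An unadjusted p under 0.05 was found for 132 genes, 67 higher and 65 lower. DESeq2 called 160 genes from the same counts, 92 higher and 68 lower, CG6511 among them and the pseudogene not. All 160 are the genes under an adjusted p of 0.05 in the authors' deposited table, where that p runs from 1.07e-10 to 0.0492. In edgeR all 160 had the same sign, 75 had an unadjusted p under 0.05 and 1 an adjusted p under 0.05. Adjusted over these 160 alone, 5 passed: CG6511, CG7044, PpD3, mRpL1 (mitochondrial ribosome) and Nurf-38 (a pyrophosphatase of the NURF chromatin remodeler). The 160 were chosen on these same libraries, so this is no independent evidence. For 50 of the 160 the groups did not overlap. This held for 271 of the 4093 tested genes (6.62%), many of them found in too few libraries to separate, and for 87 of the 1001 genes with at least 10 counts in all 6 libraries (8.69%), where chance gives 10%.
Leaving out 1 library at a time, edgeR called olf186-F alone without control 1, mamo alone without control 3, and 0 genes without Stromalin KD 2. It called 3 genes without control 2 (the same 2 and Chd1), otp and snoRNA:Tudor-SN-a without Stromalin KD 1, and the pseudogene and mamo without Stromalin KD 3. DESeq2 called 727, 816 and 763 genes without controls 1, 2 and 3, and 774, 700 and 722 without Stromalin KD 1, 2 and 3 (a check added after the values were seen). Of the 160, 69 stayed called in all 6. Each of these fits called far more genes than the 160 of the full set, so that staying called there is no strict test. In simulated data with the real dispersions, edgeR recovered 0 of 100 genes changed 4-fold and 2 of 100 changed 16-fold among 4093 genes in this comparison, so that genes it did not call remain open.
The paper treats the 160 genes as dysregulated by loss of Stromalin, proposes that some of them might carry its effects on memory and synaptic vesicles, and screened them by RNAi on that ground.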

Log_2_ fold change values in general were higher than typical, which is most likely due to the low input RNA levels of our samples. 

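Rev1, a DNA polymerase that copies past damage, had 0, 299 and 5177 counts in control and 0 in every Stromalin KD library, at least 2155-fold lower. CG10166 had 290, 0 and 4286 in control and 0 in Stromalin KD, at least 1836-fold lower. Taldo, transaldolase of the pentose phosphate pathway, had 2246, 216 and 0 in control and 0 in Stromalin KD, at least 1024-fold lower. Nurf-38 had 319, 2446 and 3818 in control and 0 in Stromalin KD, at least 2381-fold lower. Higher in the same way, CG7133 had 0 counts in control and 0, 531 and 4568 in Stromalin KD, at least 1670-fold, and CG2126 0, 133 and 2148, at least 754-fold. CG16868 had 1, 4 and 0 counts in control and 884, 2228 and 3632 in Stromalin KD (log2 fold change 10.35, SE 4.05).
This on or off pattern was general among the 160 genes. In 118 of them every library of the lower group had 0 counts, 16 with at least 10 counts in all 3 libraries of the other group and 102 in 2. In 108, a library of the higher group also had 0 counts. A single library held a median of 77.5% of such a gene's counts, and the median count there was 1494. Fold changes in the authors' deposited table ran from 7.55 to 27.6 in absolute log2, median 11.3, with 11 genes over 20. A fitted fold against 0 counts depends on the tool and is no bound: CG6511 was -14.85 in edgeR and -28.20 in DESeq2.
Genes with at least 10 counts in all 6 libraries cannot be on or off between genotypes, and so leave out the largest folds by construction. These 1001 genes had a median absolute log2 fold change of 0.67 in edgeR, against 1.59 over all tested genes, and 0 of the 160 were among them. Of 6922 genes with any count, 2302 were found in 1 library and 1229 in all 6, with median counts where found of 67 and 1971. In control, 347 genes had at least 1000 counts in 1 library and 0 in the other 2, and in Stromalin KD 386 did. Libraries of the same genotype had a mean Spearman correlation of 0.431 (0.375 to 0.478, 6 pairs), and of different genotypes 0.443 (0.369 to 0.523, 9 pairs).

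**Figure D3:**
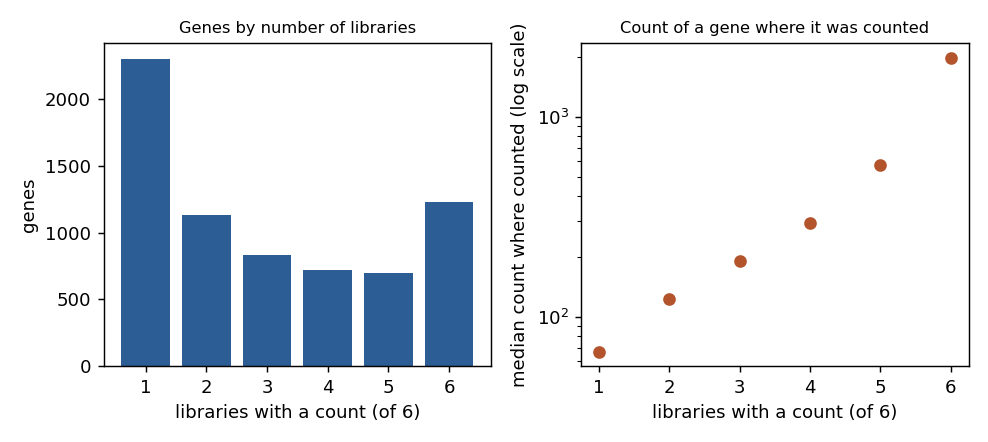
Left, number of genes by the number of libraries in which they had a count; right, their median count where counted (log scale).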

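Aminoacyl-tRNA synthetases, which charge tRNAs, had the smallest p for over-representation among the 160 genes, which did not pass adjustment. SerRS-m had 0 counts in control and 346, 10 and 5004 in Stromalin KD, at least 1785-fold higher, and ValRS-m 1, 0 and 0 against 133, 1288 and 61. CysRS-m had 0, 167 and 1647 counts in control and 0 in Stromalin KD, at least 707-fold lower, and AspRS 0, 351 and 2295 against 0, 1 and 0. Of the mitochondrial ribosome genes the 160 held mRpL51, at 0, 329 and 2017 against 0, at least 902-fold lower, and mRpL1.
By list, 4 of 11 synthetases were among the 160 (0.602 expected, one-sided Fisher p = 0.0021, adjusted p = 0.0526 by Benjamini-Hochberg over 25 lists) and 2 of 5 mitochondrial ribosome genes (adjusted p = 0.325). Of the lists 0 passed, and 0 passed with all edgeR-tested genes as the background (smallest adjusted p = 0.237). The lists were fixed before the counts were examined, but the paper's 160 genes had been seen when the plan was written, so the lists were not blind to them. No shift of the 22 tested synthetases as a group was called (camera, adjusted p = 0.947), with 2 higher and 2 lower at an unadjusted p under 0.05.
Syt1, the calcium sensor of release, had a log2 fold change of -0.05 (SE 0.58), cpx, which clamps fusion, -0.45 (SE 0.43), Syx1A, a fusion syntaxin, -0.79 (SE 0.95), and Syngr, a vesicle membrane protein, 1.79 (SE 1.57; 156 ± 180 normalized CPM in control, 540 ± 647 in Stromalin KD, SD, n = 3). Of 25 tested vesicle genes 0 had an unadjusted p under 0.05 in edgeR and 0 were called by DESeq2 (camera, adjusted p = 0.947). Of 13 tested clathrin adaptor genes, AP-1sigma alone had an unadjusted p under 0.05 and was called by DESeq2 (camera, adjusted p = 0.726). GO terms were not used here.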

A GO analysis conducted on the 160 significantly dysregulated genes revealed no enriched terms, which may be the result of ‘noise’ due to our low-input RNA samples or our highly restricted sample (dopamine neurons).

**Fig. 1:**
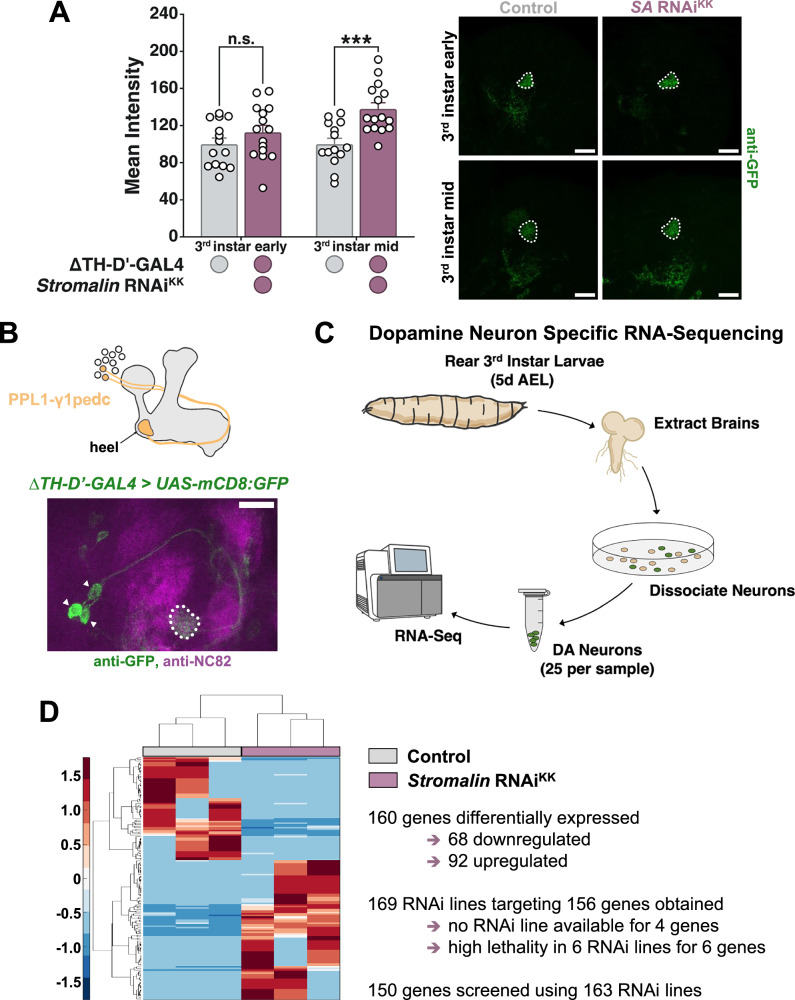
Dopamine neuron specific RNA-sequencing identifies genes dysregulated by *Stromalin* RNAi. **A** *Stromalin* (*SA*) KD in PPL1-γ1pedc dopaminergic neurons (using ∆*TH-D’-GAL4* driver) increases the synaptic vesicle marker Syt:eGFP in the mushroom body heel starting at the middle of the 3^rd^ instar larval stage (3^rd^ instar mid, 5 d AEL). No significant differences were seen at 4 d AEL (3^rd^ instar early). Student’s t test, ***p < 0.001 (*n* = 14,15). All data points were normalized to the control group average (in %). **B** The expression pattern of ∆*TH-D’-GAL4* driver in the 3^rd^ instar larval brain using a membrane marker *UAS-mCD8:GFP*. White arrowheads indicate cell bodies of the PPL1 subset of dopaminergic neurons. **C** GFP-positive PPL1-γ1pedc dopaminergic neurons (25 neurons per sample) were manually collected from 5 d AEL 3^rd^ instar larvae of control and *SA* KD conditions. Larval brains were dissected, their neurons were dissociated, and then the neurons were processed for RNA-sequencing. **D** Clustering and heatmap of significantly differentially expressed genes identified from our RNA-sequencing experiment (log_2_ of normalized gene counts). Relative expression changes are indicated by the color scale (red: high; blue: low). All graphs depict mean + SEM. White dotted lines on micrographs outline the mushroom body heel. Scale bar: 20 µm.

### Memory and synaptic vesicle marker screening of differentially expressed genes

To identify which of the DEGs in our DAN-specific RNA-seq dataset might be responsible for *Stromalin’s* effects on memory and SVs, we targeted the DEGs using *Drosophila* RNAi lines and screened them for memory and synaptic protein effects consistent with those of *Stromalin*. We obtained 169 inducible RNAi lines against 156 of the 160 DEGs (2 or 3 RNAi lines were available from one RNAi library for some genes). RNAi lines against 4 genes were not available and thus were not tested: *CR44474, CG6511, Hsc20*, and *l(3)psg2*. The RNAi lines were expressed in DANs using *TH-GAL4* (combined with *UAS*-*dicer2*). While we utilized the Δ*TH-D’-GAL4* driver line to identify PPL1-γ1pedc cell bodies during the 3^rd^ instar larval period, the *TH-GAL4* driver was used for subsequent experiments (unless otherwise stated), since our previous work with *Stromalin* KD revealed stronger phenotypic effects when using *TH-GAL4* than with Δ*TH-D’-GAL4*^9^. Six RNAi lines targeting 6 genes (*Bap55, Pop2, ftz-f1, CG8034, Rpt1*, and *CG3529*) resulted in high embryonic, larval, or pupal lethality, and therefore were not tested in our screens. Thus, 163 RNAi lines targeting 150 genes were tested in a primary memory screen (*n* = 3/RNAi line, control genotypes included at regular intervals throughout).

#### Primary memory screen

We used liberal criteria for screening to reduce false negatives, reasoning that false positives would easily be detected and eliminated in downstream validation experiments as previously done for a large *Drosophila* RNAi memory screen^35^. The primary memory screen was conducted using an aversive olfactory conditioning assay. Associative memory is tested by pairing one naïve odor with an electric shock while a second naïve odor is not, after which the flies are given a choice test between these two odors in a T-maze. Learning and memory manifest in flies’ avoidance of the shock-associated odor that is quantified as a performance index (PI), with higher PI scores indicating better memory. RNAi lines that produced memory scores (RNAi PI score/average control PI across screen) corresponding to greater than ± 25% change were considered as potentially producing a memory effect, similar to memory screen criteria used previously^35^. From this primary screen, RNAi lines against 10 low and 27 high memory score genes were consistent with the transcriptional and behavioral effects of *Stromalin* KD. Specifically, they displayed either a statistically significant transcriptional increase (positive log_2_FC value from our RNA-seq dataset) along with a low memory score, or a statistically significant transcriptional decrease (negative log_2_FC value from our RNA-seq dataset) along with a high memory score (Fig. 2A and Supplementary Data 2). These 37 genes were tested in a secondary DAN synaptic protein screen, and their mRNA levels were also tested in control and *Stromalin* KD brains using the nCounter system from Nanostring (details below).

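Among the 37 genes of both criteria, 27 were lower and 10 higher in Stromalin KD neurons. cert, a ceramide transfer protein, had 2295, 0 and 2445 counts in control and 0 in Stromalin KD, at least 1958-fold lower, and gammaSnap1, a factor of vesicle fusion, 547, 506 and 0 against 0. Tace, a membrane protease, had 872, 63 and 146 against 0, at least 450-fold lower. Among the higher, Sec31, a coat protein of secretory vesicles, had 0, 2 and 0 counts in control and 1781, 1025 and 12 in Stromalin KD, and Gmd, an enzyme of GDP-fucose synthesis, 0 against 1157, 646 and 0. These 5 genes were picked for this text after the values were seen.
In edgeR, 17 of the 37 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05 (smallest 0.443). At least 10 counts in all 3 libraries of the higher group were found for 6 genes and in 2 libraries for 31. In all, 30 had 0 counts in the other group, and 7 had groups that did not overlap.
RNA direction and memory score can be set side by side for 150 scored genes, with 1 mean score per gene. Of 85 higher genes 8 scored low (under 0.75), 61 in between and 16 high (at least 1.25 when rounded to 2 decimals). Of 65 lower genes the numbers were 10, 28 and 27 (two-sided Fisher p = 0.00163 over low, in between and high). Lower genes had the larger share at both ends, low and high, so that this p alone does not show that the score follows direction. Higher genes scored high more often than low. AP-1sigma and CG9886 passed the screen on 1 low line each but fall in between on the mean of their lines, and with lines as the unit 11 of 94 scored low. Mean scores were 1.03 ± 0.235 (SD, n = 85) for higher and 1.10 ± 0.313 (SD, n = 65) for lower genes, a difference of -0.063 within the spread (permutation p = 0.161, 100000 permutations).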

**Fig. 2:**
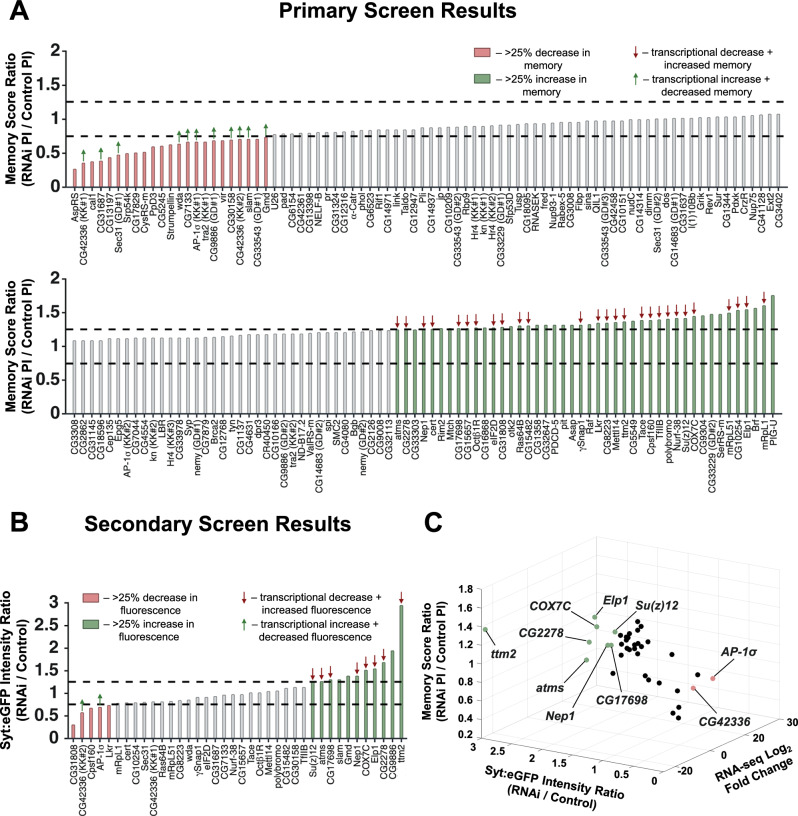
RNAi screens of differentially expressed genes identify gene candidates acting downstream of *Stromalin.* **A** Primary aversive olfactory memory screen results. The bars indicate the intermediate (3 hr) memory score ratios (RNAi PI/Control PI). RNAis were expressed in the dopaminergic neurons using the *TH-GAL4* driver. Red and green bars represent RNAi lines with a > 25% decrease or a > 25% increase in memory scores (relative to control), respectively. Of the RNAi lines that produced effects >±25%, green arrows indicate statistically significantly upregulated genes in *SA* KD cells, and red arrows show statistically significantly downregulated genes in *SA* KD cells from our RNA-sequencing dataset. Black dashed lines denote the thresholds at ±25% of control PI score. **B** Secondary synaptic vesicle marker (*UAS-Syt:eGFP*) screen results. The bars represent Syt:eGFP fluorescence intensity ratios (RNAi/Control). 38 RNAi lines were tested using *TH-GAL4*. Red and green bars represent RNAi lines with a > 25% decrease or a > 25% increase in fluorescence intensity (relative to control), respectively. Of the RNAi lines that produced effects >±25%, green arrows indicate statistically significantly upregulated genes in our *SA* KD cells, and red arrows show statistically significantly downregulated genes in our *SA* KD cells from our RNA-sequencing dataset. Black dashed lines denote the thresholds at ±25% of control Syt:eGFP intensity. **C** A 3D scatter plot of the 37 genes that passed the primary screen plotted along axes representing RNA-seq Log_2_ Fold Change (RNA-seq data), memory score ratio (primary screen results), and Syt:eGFP intensity ratio (secondary screen results). Ten genes that passed the secondary screen are indicated on the plot.

#### Secondary synaptic vesicle marker screen

We screened for the effects of knocking down 37 genes on Syt:eGFP levels in DANs (6 brains/RNAi line). We measured fluorescence levels in the γ1pedc region of the MB and considered RNAi lines with fluorescence intensity changes (RNAi fluorescence/control fluorescence) greater than ±25% to potentially produce an SV effect. Of the 10 low memory scoring genes, RNAi lines against 2 genes (*CG42336, AP-1σ*) produced a decrease in Syt:eGFP. Of the 27 high memory scoring genes tested, RNAi lines against 8 genes (*atms, Elp1, CG2278, Su(z)12, CG17698, COX7C, Nep1, ttm2*) produced the expected increase in Syt:eGFP levels consistent with *Stromalin’s* effects (Fig. 2B and Supplementary Data 2). Thus, from our secondary screen, we identified 10 gene candidates that potentially acted downstream of *Stromalin* and the cohesin complex to regulate SV numbers (Fig. 2C).

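atms, a subunit of the Paf1 transcription elongation complex, had 0, 377 and 4294 counts in control and 0 in Stromalin KD, at least 1826-fold lower, and ttm2, of the mitochondrial protein import machinery, 4072, 243 and 0 against 0, at least 1813-fold lower. COX7C, a subunit of cytochrome c oxidase, had 0, 884 and 995 against 0 (at least 658-fold lower), CG17698 626, 281 and 0 against 0 (at least 351-fold lower), and CG2278 304, 974 and 28 against 0, 1 and 0. AP-1sigma, of the AP-1 clathrin adaptor, had 0 in control and 249, 4726 and 0 in Stromalin KD, at least 1356-fold higher, and CG42336 0 against 760, 388 and 0, at least 347-fold higher.
The unadjusted p in edgeR was 0.0048 for atms, 0.00493 for ttm2, 0.0106 for AP-1sigma, 0.0466 for COX7C, 0.0646 for CG42336, 0.0647 for CG17698 and 0.11 for CG2278. None passed after adjustment over all genes (0 of 10), 3 did when adjusted over the list alone, and DESeq2 called every gene named here. No edgeR or limma alternative called any of them, though several dropped out of the count filter in some alternatives and have no value there. For atms the adjusted p ran from 8.15e-11 (DESeq2) to 1.00. The 10 together lay lower than other genes (camera, adjusted p = 0.000404, and unadjusted p = 0.0548, adjusted 0.402, with an estimated correlation), as did the 5 that held up on retesting (adjusted p = 9.27e-05; estimated-correlation p = 0.0362, adjusted 0.398). Without control 1 the adjusted p of the 10 was 0.331, and without control 2 too few of them passed the count filter for a test, as was so for the 5 without control 1, 2 or 3. Both lists were chosen by the study on these same libraries and are no independent evidence.
CG2278 had a count in every control library, and AP-1sigma and CG42336 had none in Stromalin KD 3. Exons of atms overlap CG44098 and those of COX7C overlap oys on the opposite strand, and CG2278 and CG42336 share exon sequence with slpr and CG18336 on the same strand.

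**Figure D4:**
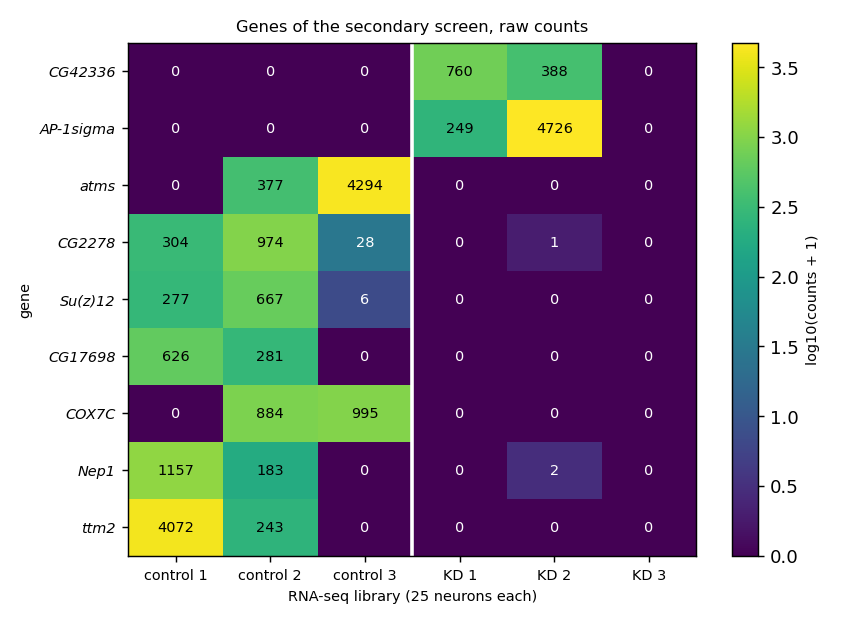
Raw counts of genes of the secondary screen in each of the 6 libraries, colored by log10 of the count plus 1.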

#### Retesting screen results

We then attempted to replicate both the behavioral and Syt:eGFP screening results as the first step to eliminate false positives and to validate our gene candidates. Five RNAi lines replicated both their high memory and high SV marker phenotypes seen previously: *Su(z)12, CG17698, COX7C, Nep1, ttm2* (Fig. 3A-J, Supplementary Fig. 1A-1K, and Supplementary Data 2). The other 5 gene candidates failed to replicate either one or both of their memory and Syt:eGFP changes from the screens.

**Fig. 3:**
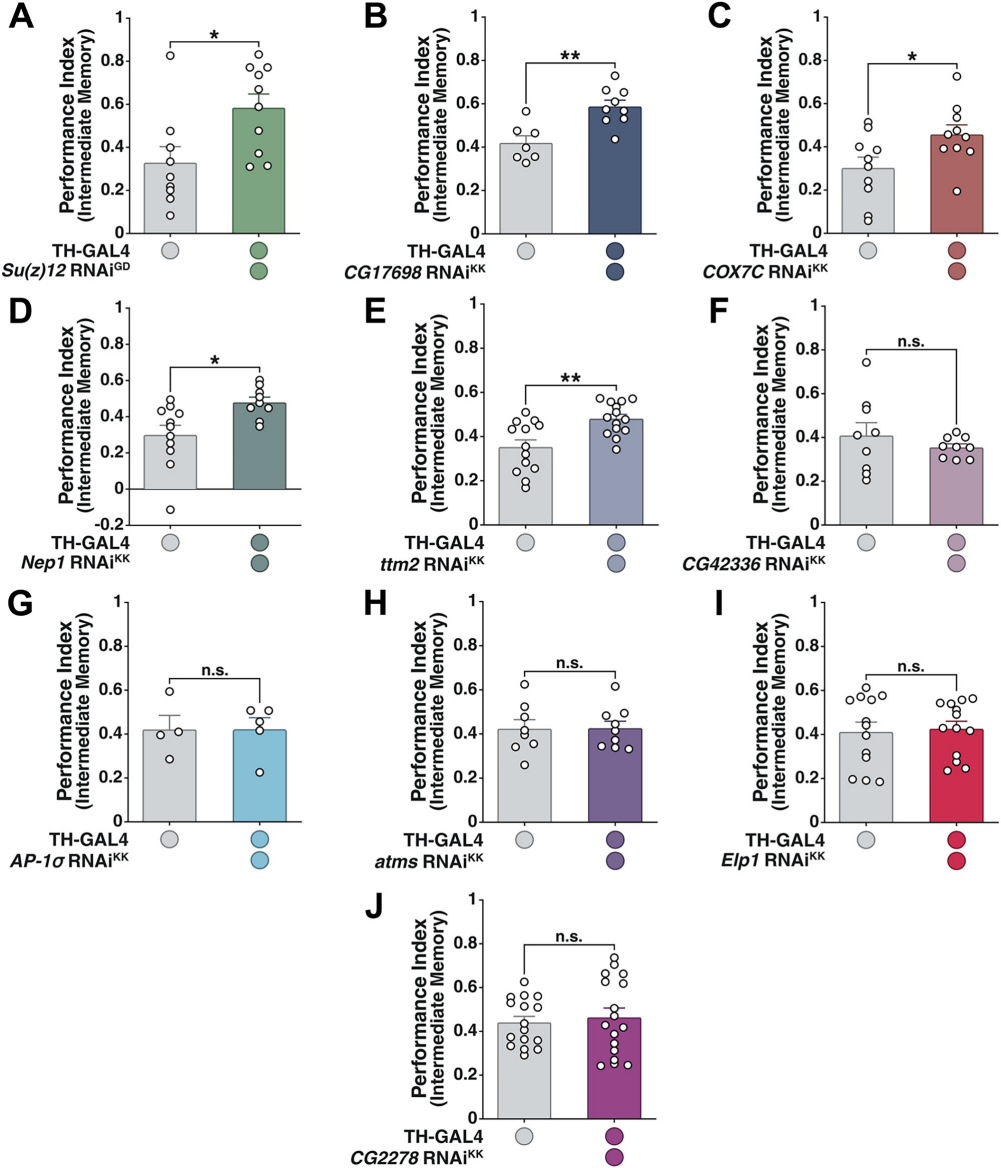
Validation of the primary behavioral RNAi screen results reveals five primary candidates potentially acting downstream of *Stromalin.* **A** *Su(z)12* KD in DANs resulted in significantly higher intermediate memory (3 hr) scores. Student’s t test, *p < 0.05 (*n* = 9,10). **B** *CG17698* KD in DANs enhanced flies’ intermediate memory retention scores. Student’s t test, **p < 0.01 (*n* = 7,9). **C** *COX7C* KD in DANs improved flies’ intermediate memory. Student’s t test, *p < 0.05 (*n* = 10). **D** *Nep1* KD in DANs resulted in significantly increased intermediate memory scores. Student’s t test, *p < 0.05 (*n* = 11,9). **E** *ttm2* KD in DANs resulted in significantly higher intermediate memory scores. Student’s t test, **p < 0.01 (*n* = 13,14). **F** *CG42336* KD in DANs did not change 3 hr memory scores. Student’s t test (*n* = 9). **G** *AP-1σ* KD in DANs did not alter intermediate memory scores. Student’s t test (*n* = 4,5). **H** *atms* KD in DANs did not alter intermediate memory retention. Student’s t test (*n* = 8,9). **I** *Elp1* KD in DANs did not affect intermediate memory. Student’s t test (*n* = 13). **J** *CG2278* KD in DANs did not affect intermediate memory performance. Student’s t test (*n* = 16,17). All graphs depict mean + SEM.

### Verifying transcriptional results from RNA-sequencing

The results of DAN-specific RNA-seq are difficult to verify due to the very low amounts of RNA recovered from a limited number of DANs. To address this, we used an alternative approach to verify transcriptional differences in our gene candidates. Given that *Stromalin* KD in all neurons enhanced learning and increased Syt:eGFP levels across the whole brain^9^, we reasoned that *Stromalin* likely constrained SVs in a variety of neurons, with effects extending beyond the DANs themselves. Additionally, we reasoned that transcriptional changes occurring during the 3^rd^ instar larval stage likely persist into adult brains, resulting in the adult learning and Syt:eGFP phenotypes. We expressed *Stromalin* RNAi in all neurons (using *nSyb-GAL4*), extracted RNA from adult whole brains, and then used Nanostring’s nCounter system to simultaneously measure mRNA levels of the 37 genes that passed the primary memory screen (Supplementary Data 3). The nCounter system allows for the direct quantification of mRNA without amplification and the resulting reads were quantified, normalized, and differential expression data statistically analyzed using Nanostring’s nSolver program. Our nCounter results confirmed that *Stromalin* mRNA levels were reduced by 50% compared to control brains (Fig. 4A), consistent with the ~50% Stromalin protein reduction previously reported using this same RNAi line^9^. Significant reductions in mRNA levels for 3 genes, *LkR*, *Octβ1R*, and *Nep1* (Fig. 4A), were consistent with our DAN-specific RNA-seq effects. Of these, *Nep1* was the only gene that also passed our RNAi screening experiments.

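Nep1, a neprilysin that cuts peptides at the cell surface, had 1157, 183 and 0 counts in controls 1 to 3 and 0, 2 and 0 in Stromalin KD 1 to 3, a mean of 60.7 ± 90.1 against 0.0653 ± 0.113 normalized CPM (SD, n = 3 each). Lkr, the receptor of the peptide leucokinin, had 0, 170 and 2770 counts in control and 0 in Stromalin KD. That is at least 1156-fold lower for the means of these libraries, which is no bound on the change in the neurons. Octbeta1R, an octopamine receptor, had 1400, 204 and 0 in control and 0 in Stromalin KD, at least 659-fold lower. The other tested neprilysins also had negative log2 fold changes: Nep3 -1.68 (SE 1.44, unadjusted p = 0.244), with 3094, 1371 and 9550 against 3744, 1432 and 11 counts, and CG13650 -4.06 (SE 4.45), with 0, 616 and 1576 against 0, 164 and 0. Of the family 0 of 3 tested neprilysins, of 28 named and 10 with a count, had an unadjusted p under 0.05.
For Nep1 the log2 fold change in edgeR was -9.55 (SE 6.08, unadjusted p = 0.116, adjusted p = 1.00; exact permutation p = 0.4). DESeq2 at its default settings gave it an adjusted p of 0.0493, and the edgeR and limma alternatives that kept it from 0.511 to 1.00. In DESeq2 that p was 0.225, 0.0368 and 0.00848 without controls 1, 2 and 3, and 0.0485, 0.0256 and 0.0496 without Stromalin KD 1, 2 and 3, so that the call was lost without control 1. For Lkr edgeR gave an unadjusted p of 0.0191 and for Octbeta1R 0.0465. After adjustment 0 of the 3 passed, also over the 3 alone, while DESeq2 called all 3. Nep1 lies on chromosome X of BDGP6, positions 6091205 to 6103971, plus strand, where Mipp2 overlaps it on the opposite strand.
In the paper's nCounter values for Stromalin KD brains, 22 of the 37 genes had the sign of the RNA-seq, 20 lower and 2 higher (two-sided exact binomial p = 0.324). Since 28 of the 37 were lower in nCounter, independent signs would match for 22.9 genes (Fisher p = 1; a check added after the values were seen). Of the 5 genes with an unadjusted nCounter p under 0.05, 3 matched. All 5 were lower in nCounter, and independent signs would also match for 3. None of the 5, with Lkr, Octbeta1R and Nep1 among them, had a paper FDR under 0.05.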

**Fig. 4:**
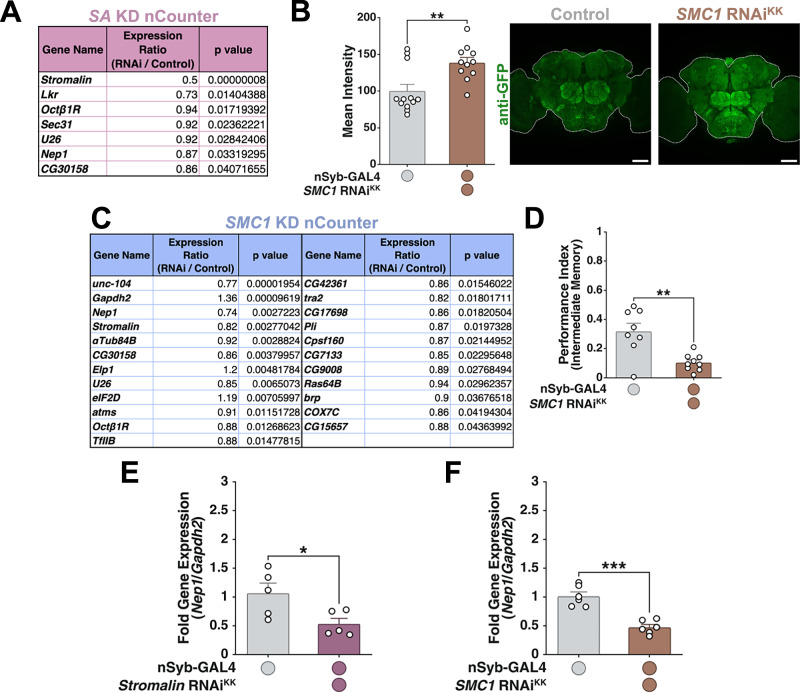
Cohesin complex subunit *SMC1* knockdown phenocopies *Stromalin’s* effects. **A** List of genes having significantly different mRNA levels upon pan-neuronal *SA* KD compared to controls, measured using NanoString nCounter (*n* = 3). Expression was normalized to housekeeping genes *αTub84B*, *Gapdh2,* and to internal housekeeping genes *Act5C*, *brp*, *dcr2*, *unc-104* (highly expressed and unchanged in our RNA-sequencing data). *Lkr*, *Octβ1R*, *Nep1* replicated the downregulation seen in our RNA-seq experiment. Expression ratio indicates the ratio of RNAi group’s average normalized reads to control group’s average normalized reads. NanoString nSolver software was used for data analysis. **B** Pan-neuronal *SMC1* KD increases Syt:eGFP levels in the whole brain of adult female flies. Mann-Whitney U test, **p < 0.01 (*n* = 12,11). All data points were normalized to the control group average (in %). **C** Significantly differentially expressed genes in adult brains with pan-neuronal *SMC1* reduction compared to controls, quantified using NanoString nCounter. Analysis was done in the same way as for *SA* KD nCounter (see Fig. 4A). **D** Pan-neuronal *SMC1* KD impairs intermediate memory retention scores. Student’s t test, **p < 0.01 (*n* = 8,9). **E** RT-qPCR demonstrates *Nep1* expression is reduced when *SA* is knocked down in the whole adult brain, replicating NanoString nCounter results. Student’s t test, *p < 0.05 (*n* = 5). *Gapdh2* was used as a housekeeping gene. Fold gene expression is shown as a $$2^{\mbox{-}(\Delta \Delta C_{T})}$$ value. **F** RT-qPCR shows *Nep1* expression is also reduced when *SMC1* is knocked down pan-neuronally in adult brains, replicating NanoString nCounter results. Student’s t test, ***p < 0.001 (*n* = 6). *Gapdh2* was used as a housekeeping gene. Fold gene expression is shown as a $$2^{\mbox{-}(\Delta \Delta C_{T})}$$ value. All graphs depict mean + SEM. White dotted lines on micrographs outline the whole brain. Scale bar: 50 µm.

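The reference genes were well counted in the dopamine neurons (6 tested, n = 3 per group). Act5C, actin, had 2961 ± 735 normalized CPM in control and 2571 ± 520 in Stromalin KD (SD), brp, the scaffold of release sites, 2311 ± 1106 and 2090 ± 794, and unc-104, the kinesin that carries vesicle precursors, 2886 ± 2061 and 2351 ± 447. Dcr-2, Dicer-2, had 5197 ± 521 and 4642 ± 1250. Both genotypes carried a UAS-dicer2 transgene, so that its counts do not separate gene from transgene. Gapdh2, of glycolysis, had 298 ± 92.1 and 343 ± 137, and alphaTub84B, tubulin, 1700 ± 332 and 797 ± 394.
Log2 fold changes were -0.20 (SE 0.53, unadjusted p = 0.698) for Act5C, -0.14 (SE 0.59, p = 0.807) for brp, -0.30 (SE 0.54, p = 0.585) for unc-104, -0.16 (SE 0.38, p = 0.667) for Dcr-2, 0.20 (SE 1.60) for Gapdh2 and -1.09 (SE 0.79, p = 0.167, exact permutation p = 0.1) for alphaTub84B. In edgeR 0 of the 6 were called and 0 had an unadjusted p under 0.05, and DESeq2 called 0 (camera for the 6 together, adjusted p = 0.835). The sign turned without control 3 for Act5C, brp and unc-104, without Stromalin KD 1 for Act5C and brp, and without Stromalin KD 2 for Gapdh2. Dcr-2 overlaps Rab4 on the opposite strand, and unc-104 overlaps CG42392 on the same strand.

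**Figure D5:**
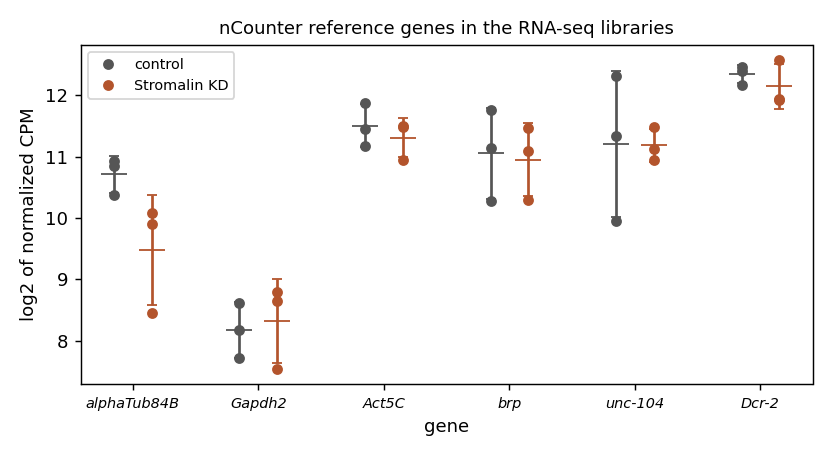
Log2 normalized CPM of the reference genes in each library, with the mean and SD of each group.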

Knockdown of the cohesin complex subunit SMC1 in DANs also resulted in enhanced memory^9^. Similar to *Stromalin*, we found that *SMC1* KD increases Syt:eGFP levels across the entire adult brain (Fig. 4B). Therefore, we also tested whether whole brain *SMC1* KD affected the expression of the same genes as those affected by whole-brain *Stromalin* KD. Results for 11 genes replicated the DAN-specific RNA-seq data and the direction of the transcriptional effect: *Octβ1R, CG17698, COX7C, Nep1*, *atms*, *TfIIB*, *tra2*, *Cpsf160*, *CG9008*, *Ras64B*, *CG15657* (Fig. 4C and Supplementary Data 4). Of these genes that are transcriptionally dysregulated by *SMC1* KD, *CG17698, COX7C*, and *Nep1* had also passed our screening experiments. 

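Besides Octbeta1R, Nep1, atms, COX7C and CG17698, the list holds Cpsf160, of the complex that cleaves and polyadenylates transcripts, with 1376, 0 and 3271 counts in control and 0, 2 and 0 in Stromalin KD. TfIIB, a general transcription factor, had 0, 1605 and 161 against 0, at least 537-fold lower, and tra2, a splicing factor, 315, 577 and 0 against 0, at least 305-fold lower. Ras64B, a Ras family GTPase, had 36, 802 and 83 against 0, at least 285-fold lower and the only one of these with groups that do not overlap (exact permutation p = 0.1). CG15657 had 1548, 0 and 94 against 0, at least 700-fold lower, and CG9008 1694, 380 and 0 against 0, 1 and 0.
In edgeR the unadjusted p was 0.0132 for Cpsf160, 0.044 for CG15657, 0.0533 for TfIIB, 0.0657 for CG9008, 0.0676 for tra2 and 0.0685 for Ras64B. Over the 11 genes 5 were lower at an unadjusted p under 0.05, 0 after adjustment over all genes and 0 over the list alone. DESeq2 called all 11. Together the 11 lay lower than other genes in camera at the preset correlation (adjusted p = 3.47e-09), and not past the threshold with an estimated correlation (p = 0.00254, adjusted 0.056). Against no change rather than other genes, fry gave an adjusted p of 0.026. Without control 1 or control 2 too few of the 11 passed the count filter for a list test. The study chose them from its calls on these libraries, so this is no independent evidence.
Against the paper's SMC1 KD nCounter values, 26 of the 37 genes had the sign of the RNA-seq, 25 lower and 1 higher (70.3%, two-sided exact binomial p = 0.0201). That test takes either sign as equally likely, but 34 of the 37 were lower in nCounter, and independent signs would match for 25.6 genes (Fisher p = 1). This check was also added after the values were seen. The paper states that some of the reference genes used for scaling changed in its SMC1 samples, which bears on the signs of all 37. Of the 37 genes, 13 had an unadjusted nCounter p under 0.05, with the paper's FDR for them at 0.14 to 0.47. Of these 13, 9 matched (exact binomial p = 0.267), where independent signs would match for 9.62. These 9 are on the list above, whose tra2 and CG9008 are not among the 37. Overlapping genes on the opposite strand are TBC1D16 for TfIIB, Blos1 for tra2, CG43376 for CG9008 and Hmg-2 for CG15657.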

Importantly, *Nep1* expression is reduced upon both *Stromalin* and *SMC1* KD. Interestingly, we observed greater transcriptional changes in *SMC1* KD brains compared to *Stromalin* KD brains. This finding is consistent with reports in human patients, where *SMC1* mutations appear to cause more severe symptoms than mutations in *Stromalin 1* or *Stromalin 2*^36–40^. Because *Nep1* showed reduced expression in both our *Stromalin* and *SMC1* KD nCounter experiments, we further verified these *Nep1* expression decreases occurred upon *Stromalin* and *SMC1* KD using RT-qPCR (Fig. 4E, F).

### Eliminating gene candidates as mediators of *Stromalin’s* effects on neurons

The cohesin complex regulates transcription through a variety of mechanisms, one of which is through interacting with Polycomb repressive complexes^23,41,42^. One gene that passed our screening efforts (but failed to replicate its transcriptional downregulation in *Stromalin* KD brains) was *Su(z)12*, a Polycomb repressive complex 2 (PRC2) subunit that regulates transcription. 

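Su(z)12 had 277, 667 and 6 counts in controls 1 to 3 and 0 in every Stromalin KD library, a control mean of 35.1 ± 32.4 normalized CPM (SD, n = 3) and at least 317-fold lower in Stromalin KD. Its PRC2 partners were found in few libraries: E(z), the methyltransferase, had 2199 counts in control 2 and 2862 in Stromalin KD 1, esc 0, 390 and 5667 against 2373, 0 and 0, and Caf1-55 1120, 49 and 0 against 0, 0 and 3158. In the other Polycomb complex, Psc, a ring finger protein, had 2, 0 and 411 against 3876, 3048 and 77, and ph-p 5, 5 and 0 against 37, 812 and 0. phol, which binds Polycomb response elements, had 1, 0 and 0 against 89, 22 and 1040.
For Su(z)12 the log2 fold change in edgeR was -11.25 (SE 6.14, unadjusted p = 0.067, adjusted p = 0.809; exact permutation p = 0.1, the smallest reachable). The p was 0.198 for Psc, 0.261 for ph-p and 0.122 for phol. Of 16 tested Polycomb genes 10 had a positive and 6 a negative fold change, 0 had an unadjusted p under 0.05, and DESeq2 called 2, Su(z)12 and phol (camera, adjusted p = 0.792). Su(z)12 was called by DESeq2 (adjusted p = 0.0257) and stayed called there with each library left out in turn. No edgeR or limma alternative that kept it called it (adjusted p from 0.507 to 1.00).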

We revisited the possibility that *Su(z)12* might interact with the cohesin complex to regulate SV numbers by determining if *Su(z)12* KD brains could replicate any transcriptional effects seen in *Stromalin* or *SMC1* KD brains. nCounter analysis revealed that whole brain KD of *Su(z)12* significantly dysregulated *mRpL1* and *brp* (Fig. 5A and Supplementary Data 5). Neither of these genes was identified as a candidate from our RNAi screening efforts, nor are they consistent with our *Stromalin* or *SMC1* KD nCounter mRNA data (Fig. 4A, B, Supplementary Data 3, and Supplementary Data 4). Thus, we eliminated *Su(z)12* as a potential mediator of *Stromalin*’s effects on learning and SVs, suggesting the cohesin complex regulates transcription through non-PRC2 mechanisms to regulate synaptic vesicle numbers.

**Fig. 5:**
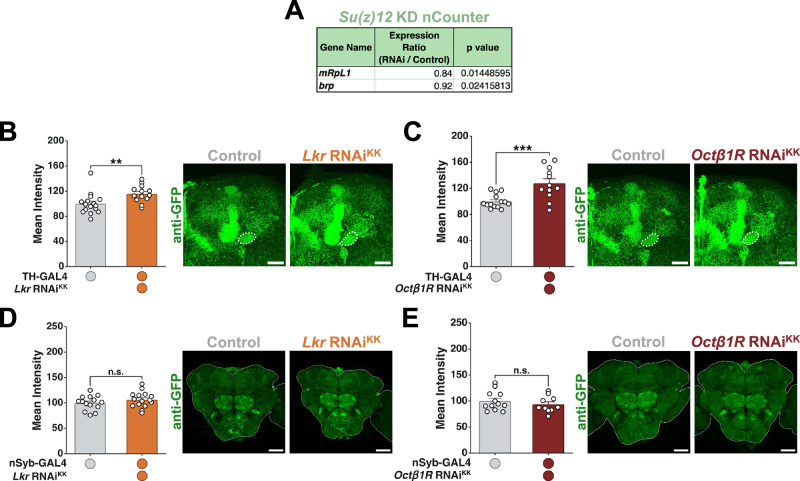
*Su(z)12*, *Lkr*, and *Octβ1R* are unlikely to mediate the effects of *Stromalin* knockdown. **A** Significantly differentially expressed genes in adult brains with pan-neuronal *Su(z)12* reduction when compared to controls, quantified using NanoString nCounter. Analysis was done in the same way as for *SA* KD nCounter (see Fig. 4A). **B** *Lkr* KD in DANs resulted in a significant increase in Syt:eGFP levels in the PPL1-γ1pedc of adult female flies. Mann-Whitney U test, **p < 0.01 (*n* = 16,13). All data points were normalized to the control group average (in %). **C** *Octβ1R* KD in DANs resulted in a significant increase in Syt:eGFP levels in the PPL1-γ1pedc of adult female flies. Student’s t test, ***p < 0.001 (*n* = 14,12). All data points were normalized to the control group average (in %). **D** Pan-neuronal *Lkr* KD did not affect Syt:eGFP levels in the whole brain of adult female flies. Student’s t test (*n* = 14,15). All data points were normalized to the control group average (in %). **E** Pan-neuronal *Octβ1R* KD did not affect Syt:eGFP levels in the whole brain of adult female flies. Student’s t test (*n* = 12,10). All data points were normalized to the control group average (in %). All graphs depict mean + SEM. White dotted lines on micrographs outline the mushroom body heel (B, C) or whole brain (D, E). Scale bar: 20 µm (B, C) or 50 µm (D, E).

Because *Lkr* and *Octβ1R* mRNA levels were significantly reduced upon *Stromalin* and/or *SMC1* KD (Fig. 4A, C), and they passed the primary memory screen, we revisited the possibility that they were false negatives in the secondary screen. Both *Lkr* and *Octβ1R* KD in DANs increased Syt:eGFP fluorescence in the PPL1-γ1pedc (Fig. 5B, C), phenocopying *Stromalin’s* effects^9^. However, when *Lkr* and *Octβ1R* RNAi lines were expressed pan-neuronally, no changes in Syt:eGFP levels were observed (Fig. 5D, E), whereas pan-neuronal *Stromalin* KD increased Syt:eGFP^9^. Therefore, neither *Lkr* nor *Octβ1R* decreases could fully replicate *Stromalin*’s effects.

The only gene that passed our screening efforts and whose mRNA levels were significantly reduced in both *Stromalin* and *SMC1* KD adult brains was *Neprilysin 1* (*Nep1*).

### *Nep1* phenocopies *Stromalin*’s effects

*Nep1* expression appears to be positively regulated by the cohesin complex in the brain, as KD of both *Stromalin* and *SMC1* reduce *Nep1* mRNA levels in the whole brain (Fig. 4A, C, E, F). Thus, we further investigated *Nep1* to assess how well it phenocopies the effects of *Stromalin* KD observed previously. Reducing *Nep1* in DANs increased Syt:eGFP levels in adult brains (Fig. 6A), and enhanced learning and intermediate memory (Fig. 6B, C), all of which are consistent with the effects of *Stromalin KD* in the brain^9^. Additionally, we observed that the *Nep1* RNAi-induced increase in SV marker levels was also present in the DANs of late 3^rd^ instar larvae (PPL1-γ1pedc; Fig. 6D), similar to what was found with *Stromalin* KD^9^. These findings were also replicated using a second independent RNAi line targeting *Nep1* (Supplementary Fig. 2A-2D). When *Nep1* is reduced in the whole brain, we observed an increase in synaptic protein levels in adult fly brains, similar to the increase observed in *Stromalin* KD brains (Fig. 6E). In contrast to our pan-neuronal *Stromalin* KD findings, pan-neuronal KD of *Nep1* resulted in a decrease in intermediate memory (Fig. 6F), which was consistent with the effect of *SMC1* KD in the whole brain (Fig. 4D). When *Nep1* KD in dopaminergic neurons is restricted to adulthood only using the *GAL80*^*ts*^ TARGET system^43^, we observe an enhanced learning phenotype (Fig. 6G). Thus, *Nep1* in DANs suppresses learning in adults, even though the functions of *Stromalin* (and presumably the cohesin complex) are necessary during development to suppress learning. This is also consistent with the decreased *Nep1* mRNA levels observed in adult brains upon *Stromalin* reduction (Fig. 4A).

**Fig. 6:**
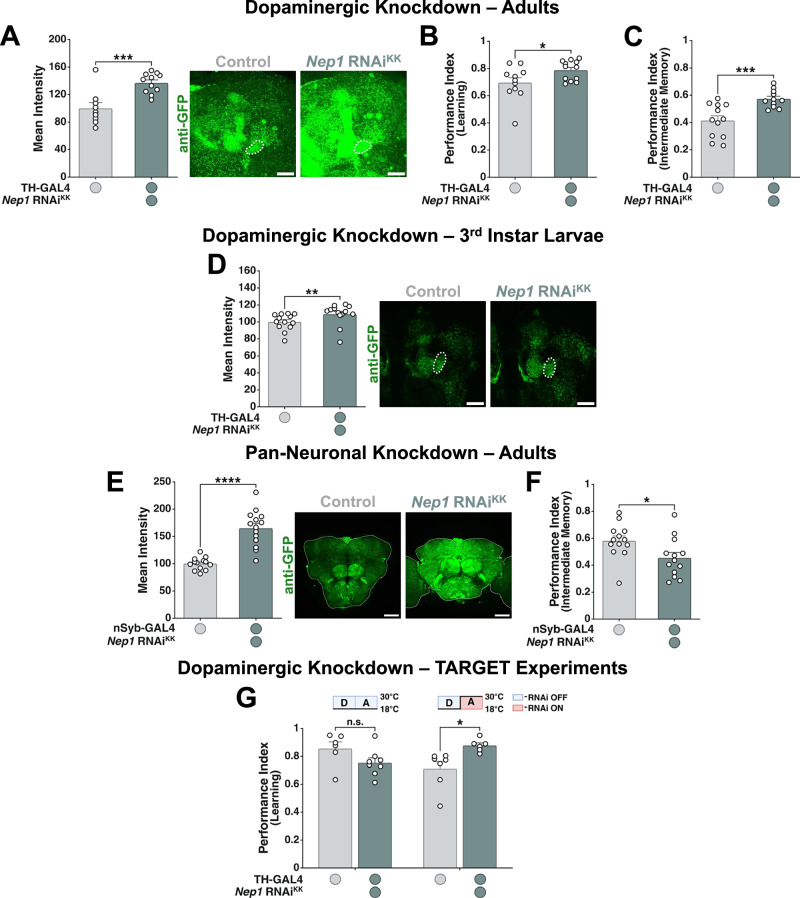
*Neprilysin 1* knockdown phenocopies the effects of *Stromalin* knockdown. **A** *Nep1* KD in DANs of adult female flies increases Syt:eGFP levels in PPL1-γ1pedc. Student’s t test, ***p < 0.001 (*n* = 9,11). All data points were normalized to control group average (in %). **B** KD of *Nep1* resulted in enhanced memory acquisition. Student’s t test, *p < 0.05 (*n* = 11,12). **C** *Nep1* KD in DANs enhances 3 hr aversive olfactory memory. Student’s t test, ***p < 0.001 (*n* = 12,11). **D** Dopaminergic *Nep1* KD increases Syt:eGFP levels in the PPL1-γ1pedc of late 3^rd^ instar larvae. Mann-Whitney U test, **p < 0.01 (*n* = 13). All data points were normalized to the control group average (in %). **E** Pan-neuronal KD of *Nep1* increases Syt:eGFP levels in the whole brain of adult female flies. Student’s t test, ****p < 0.0001 (*n* = 13,14). All data points were normalized to the control group average (in %). **F** Knocking down *Nep1* pan-neuronally decreases 3 hr aversive olfactory memory. Student’s t test, *p < 0.05 (*n* = 13). **G** *Nep1* KD in DANs only during adulthood resulted in enhanced memory acquisition. D – development; A – adulthood. Student’s t test, *p < 0.05 (*n* = 6,8; 7,6). All graphs depict mean + SEM. White dotted lines on micrographs outline the mushroom body heel (A, D) or whole brain (E), Scale bar: 20 µm (A, D) or 50 µm (E).

### Like *Stromalin*, *Nep1* appears to limit synaptic vesicle numbers

Previously, we demonstrated *Stromalin* constrained memory by limiting the number of SVs in DANs^9^. *Stromalin* KD produces an increased cAMP signal in the postsynaptic mushroom body neurons (MBNs) in response to dopamine release^9,44^. Since DANs signal the foot-shock aversive stimuli in our memory paradigm (see Methods), this is consistent with the enhanced behavioral memory seen when *Stromalin* is reduced in these neurons. To determine if *Nep1* has a similar function in DANs, we measured shock-evoked dopamine release directly from control DANs and *Nep1* KD DANs using the GRAB_DA_ sensor^45^. GRAB_DA_ is a genetically encoded fluorescent sensor that allows us to measure dopamine release dynamics^45^. When dopamine is released from DANs, it binds to the sensor to increase fluorescence. As previously observed on the postsynaptic side using cAMP imaging (Fig. 7A)^9^, the initial dopamine responses in the MB heel were high in controls, then steadily decreased across the latter half of the 12 foot shocks in the PPL1-γ1pedc compartment (Fig. 7B). However, when *Nep1* was reduced in DANs, the dopamine released after each shock remained consistently high, mirroring the response observed with *Stromalin* KD^9^. This suggests that *Nep1* KD, like *Stromalin* KD, enhances memory acquisition by potentiating shock-induced communication between DANs and MBNs.

**Fig. 7:**
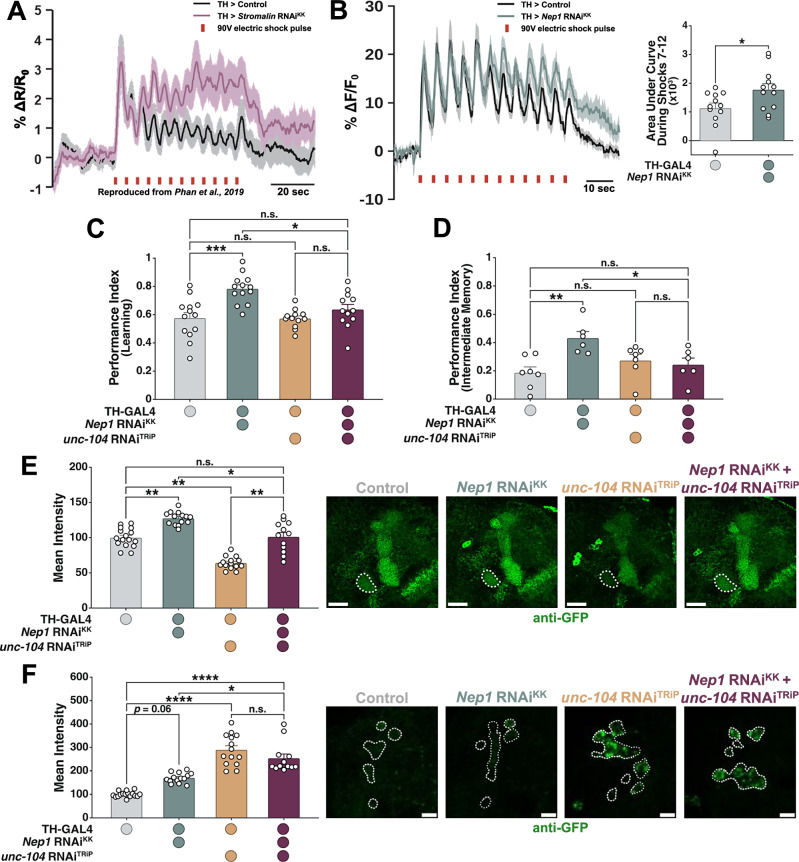
Like *Stromalin*, *Neprilysin 1* appears to limit synaptic vesicle numbers. **A** *SA* KD in DANs resulted in increased cAMP release in response to electric shocks. The mean responses are shown as dark lines and SEM as shaded areas. R = ratio of CFP/YFP fluorescence intensity of cAMP reporter Tepac^vv^ (*n* = 18). Data reproduced and adapted from^9^. **B** Left. Dopamine release in response to 12 electric shock pulses (90 V, 1.25 s each, red bars) measured using GRAB_DA2m_. The mean responses shown as dark lines and SEM as shaded areas. Right. Quantification of second half of shock responses (7-12) as the area under the curve. Mann-Whitney U test, *p < 0.05 (*n* = 12). **C** Concurrent *Nep1* and *unc-104* KD in DANs rescues the learning enhancement of *Nep1* KD only. One-Way ANOVA with Tukey’s *post hoc*, *p < 0.05, ***p < 0.001 (*n* = 13,13,12,12). **D** Concurrent *Nep1* and *unc-104* KD in DANs rescued the intermediate (3 hr) memory enhancement seen in *Nep1* KD flies. One-Way ANOVA with Tukey’s *post hoc*, *p < 0.05, **p < 0.01 (*n* = 7,6,7,6). **E** Simultaneous KD of *Nep1* and *unc-104* in DANs normalized the Syt:eGFP levels in the PPL1-γ1pedc terminals of adult female flies. Kruskal-Wallis test with Dunn’s *post hoc*, *p < 0.05, **p < 0.01 (*n* = 16,14,14,12). All data points were normalized to the control group average (in %). **F** Simultaneous KD of *Nep1* and *unc-104* in DANs, like *unc-104* KD alone, increases Syt:eGFP levels in the cell bodies of PPL1 DANs. Kruskal-Wallis test with Dunn’s *post hoc*, *p < 0.05, ****p < 0.0001 (*n* = 16,14,14,12). All data points were normalized to the control group average (in %). All graphs depict mean + SEM. White dotted lines on micrographs outline the mushroom body heel (E) or cell bodies (F). Scale bar: 20 µm (E) or 10 µm (F).

The *Drosophila* homolog of the mammalian motor protein *KIF1A*, *unc-104*, is responsible for the anterograde trafficking of SVs from their site of production in the cell body to the synaptic terminal^46,47^. Previously, it was shown that *unc-104* KD was sufficient to rescue learning and SV marker enhancements in *Stromalin* KD flies^9^. Therefore, if *Nep1* constricts SV numbers in the same way as *Stromalin*, we expect *unc-104* KD to also rescue learning and SV marker enhancements in *Nep1* KD flies. While *unc-104* RNAi expression in DANs previously resulted in learning impairments^9^, we did not observe this effect here. Animal behavior can be quite variable and thus, this may have resulted from a number of environmental factors that changed, including our laboratory location. However, the *unc-104* RNAi was still effective at rescuing the *Nep1* RNAi-induced learning and memory enhancements, bringing them back to control levels (Fig. 7C, D). Reducing *unc-104* also normalized the increased Syt:eGFP levels found in PPL1-γ1pedc compartment of *Nep1* KD adult animals (Fig. 7E). Knockdown of *unc-104* alone reduced the Syt:eGFP signal at the synaptic terminal (Fig. 7E), consistent with previous observations^9^. Because *unc-104* traffics SV precursors in an anterograde fashion from the cell body to the axon terminal^46,47^, we also assessed Syt:eGFP expression levels in the PPL1 cell bodies. As expected, control and *Nep1* KD DANs showed low Syt:eGFP fluorescence in the cell bodies, while *unc-104* KD alone, as well as concurrent KD of *unc-104* and *Nep1* resulted in significant increases in SV marker fluorescence in the cell bodies (Fig. 7F).

In summary, our data indicate that both *Stromalin* and *Nep1* act to suppress the synaptic strength between DANs and MBNs.

### *Nep1* is *Stromalin*’s downstream effector regulating learning and synaptic vesicle pool size

Our results suggest that *Nep1* is the most likely candidate to mediate *Stromalin*’s effects on learning and SV pool size. To test this, we assessed whether overexpression of *Nep1* could rescue the effects of *Stromalin* KD on memory and SV marker levels. We used the Nep1^EY21255^ line to overexpress Nep1, as it was previously shown to result in a 2.4-fold increase in *Nep1* mRNA expression when paired with a *GAL4* driver^48^.

Overexpression of *Nep1* in DANs did not affect intermediate memory (Fig. 8A), nor did it alter Syt:eGFP fluorescence levels in the PPL1-γ1pedc compartment (Fig. 8B). However, when *Nep1* was overexpressed while simultaneously reducing *Stromalin* in DANs, the flies’ memory performance was significantly impaired compared to flies expressing *Stromalin* RNAi alone, and their performance was not different from control flies (Fig. 8C). Similarly, overexpression of *Nep1* while knocking down *Stromalin* also normalized Syt:eGFP levels in the PPL1-γ1pedc compartment of adult brains, making them indistinguishable from controls (Fig. 8D). In this experiment, *Nep1* overexpression alone led to a decreased level of Syt:eGFP, which was not observed in our initial imaging test (Fig. 8B). Since *Stromalin* KD is both necessary and sufficient during the 3^rd^ instar larval stage of *Drosophila* development to elicit its effects on Syt:eGFP and memory in adulthood (Fig. 1A)^9^, we also imaged the Syt:eGFP signal in late 3^rd^ instar PPL1-γ1pedc while overexpressing *Nep1*. Concurrent KD of *Stromalin* with *Nep1* overexpression reduced Syt:eGFP levels compared to the *Stromalin* RNAi-only condition but remained elevated relative to controls (Fig. 8E).

**Fig. 8:**
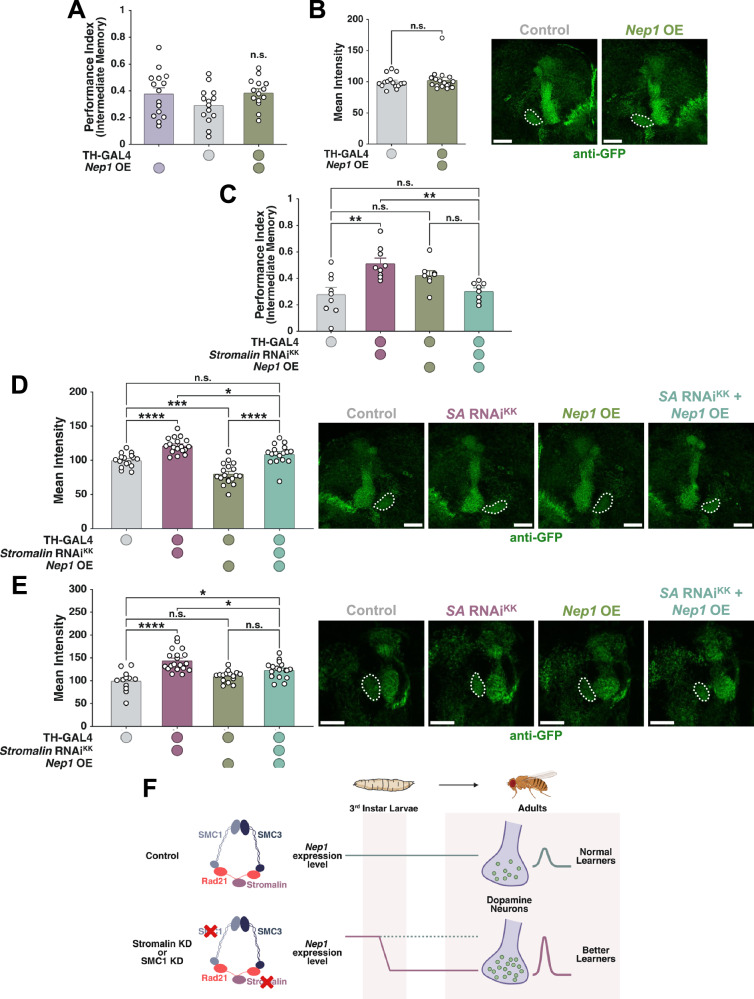
Overexpressing *Neprilysin 1* rescues *Stromalin* RNAi effects on enhanced learning and increased synaptic vesicle numbers. **A** Overexpressing *Nep1* in DANs did not lead to changes in flies’ intermediate memory retention when compared to the genetic controls. One-Way ANOVA with Tukey’s *post hoc* (*n* = 15,14,14). **B** *Nep1* overexpression in dopaminergic neurons did not change Syt:eGFP fluorescence intensity in the PPL1-γ1pedc. Mann-Whitney U test (*n* = 15,17). All data points were normalized to the control group average (in %). **C** *Nep1* overexpression with a simultaneous *SA* KD resulted in a rescue of a memory enhancement caused by *SA* KD alone. One-Way ANOVA with Tukey’s *post hoc*, **p < 0.01 (*n* = 9,9,8,8). **D** *Nep1* overexpression with concurrent *SA* KD resulted in a rescue of a synaptic vesicle pool size enhancement in the PPL1-γ1pedc observed upon *SA* KD alone. One-Way ANOVA with Tukey’s *post hoc*, *p < 0.05, ***p < 0.001, ****p < 0.0001 (*n* = 16,18,18,17). All data points were normalized to the control group average (in %). **E** *Nep1* overexpression combined with *SA* KD in dopaminergic neurons of late 3^rd^ instar larvae resulted in a significant decrease in fluorescence intensity in the PPL1-γ1pedc when compared to *SA* KD alone. One-Way ANOVA with Tukey’s *post hoc*, *p < 0.05, ****p < 0.0001 (*n* = 12,19,15,17). All data points were normalized to the control group average (in %). **F** A summary of the findings presented in this paper. Our current hypothesis is that *Nep1* expression levels are set by the cohesin complex during a previously identified critical developmental window at the 3^rd^ instar larval stage and the expression level changes persist into adulthood, resulting in the learning and synaptic vesicle numbers phenotypes observed. Created in BioRender. Pimenov, I. (2026) https://BioRender.com/6tajfd8. All graphs depict mean + SEM. White dotted lines on micrographs outline the mushroom body heel. Scale bar: 20 µm.

When *Nep1* KD is combined with *Stromalin* KD in DANs, there is an increase in intermediate memory relative to controls that is no different from knocking down either *Nep1 or Stromalin* individually (Supplementary Fig. 3A). This suggests that KD of *Nep1* or *Stromalin* individually is producing a loss-of-function phenotype that increases memory performance to near maximum levels within one particular pathway (increased synaptic vesicles^9^), and therefore simultaneous knockdown of *Nep1* and *Stromalin* does not produce an additive effect. Furthermore, building on our previous findings, we also assessed *Nep1*’s ability to rescue the intermediate memory and SV marker level enhancements in the whole brain. Overexpression of *Nep1* did not affect intermediate memory (Supplementary Fig. 3B) and only trended toward an increase in Syt:eGFP marker levels in adult brains (Supplementary Fig. 3C). However, when *Nep1* overexpression was combined with *Stromalin* KD, we observed a rescue of the memory enhancement in *Stromalin* KD flies, although memory retention was reduced compared with the controls (Supplementary Fig. 3D). By overexpressing *Nep1* alongside concurrent *Stromalin* KD, we were able to reverse the Syt:eGFP marker increase induced by *Stromalin* KD in adult flies (Supplementary Fig. 3E). Thus, *Nep1* overexpression rescues both the memory and SV phenotypes in *Stromalin* KD flies, both in DANs and pan-neuronally.

## Discussion

Through DAN-specific RNA-seq and RNAi screening, we identified *Nep1* dysregulation as being responsible for Stromalin’s effects on learning and SV numbers (Figs. 1–6 and Supplementary Fig. 2). *Nep1* KD phenocopies a variety of *Stromalin* KD effects, including learning and memory enhancements (Fig. 6B, C, and Supplementary Fig. 2A and 2B), increased SV marker levels during development (Fig. 6D and Supplementary Fig. 2D) and adulthood (Fig. 6A and Supplementary Fig. 2C), and potentiates shock-induced communication between DANs and MBNs (Fig. 7B). Finally, *Nep1* overexpression is sufficient to rescue memory and SV marker changes caused by *Stromalin* KD, both in DANs and in whole brains (Fig. 8 and Supplementary Fig. 3B-E). These data support our conclusion that changes in *Nep1* expression levels result in the neurobiological effects of *Stromalin* KD we identified previously (Fig. 8F)^9^. However, it is possible that changes in other genes identified from our screening efforts (*CG17698, Su(z)12, ttm2*, and *COX7C*) may also contribute to the phenotypes observed in one or more neuronal populations.

The reduction of another cohesin complex subunit, SMC1, has similar effects on memory and SV marker levels as *Stromalin* (Fig. 4B)^9^, and *Nep1* mRNA levels are also significantly reduced in *SMC1* KD brains (Fig. 4C, F). Thus, we speculate that *Nep1* dysregulation also occurs when the function of other cohesin complex subunits is impaired or reduced, which should be tested in future studies. Interestingly, expression of RNAi against *SMC1* resulted in greater transcriptional dysregulation in whole brains compared with *Stromalin* RNAi (Fig. 4C). These findings are consistent with reports in patients with cohesinopathies, where individuals with mutations in *SMC1* typically exhibit more severe symptoms than those with mutations in *Stromalin 1* or *Stromalin 2*^36–40^, although for our studies, these differences may arise from the *SMC1* RNAi line possibly having a greater KD efficiency than the *Stromalin* RNAi line. Human patients with mutations in *SMC1, Stromalin 1*, or *Stromalin 2* cohesin complex genes typically exhibit intellectual disabilities of varying severity^36–40^. While whole-brain (pan-neuronal) KD of *Stromalin* results in improved aversive olfactory learning, flies with whole-brain KD of *SMC1* or *Nep1*, and mutant *Nep1* flies, are all impaired in learning and memory (Figs. 4D, 6F, and Supplementary Fig. 2E, respectively), consistent with what is seen in human patients. This could be caused by *Stromalin* RNAi differentially affecting transcription in different subsets of *Drosophila* neurons, leading to stronger *Nep1* transcriptional reductions in DANs to enhance learning, while in other neurons it produces weaker or no effects on *Nep1* transcription. This would also explain why we find less *Stromalin* KD-induced transcriptional changes in the whole brain (Fig. 4A) compared to DAN-specific KD in our RNA-seq (Supplementary Data 1) or whole brain *SMC1* KD (Fig. 4C). Cohesin complex control of gene expression can be highly cell-specific and sensitive to dosage^49^.

While *Nep1* expression levels appear to be set by the cohesin complex during a critical developmental window, this ‘expression level setting’ persists into adulthood to affect adult neural communication. Thus, in theory, increasing *Nep1* expression levels or function in adult *Drosophila* may rescue the effects of reduced cohesin complex function on learning. Interestingly, several RNA-seq experiments conducted in mouse models for cohesinopathies have also identified mouse *Neprilysin* (*NEP*; also known as membrane metalloendopeptidase, *MME*; homologous to *Drosophila Nep1*^50^) as being differentially regulated in their transcriptomic datasets^41,51,52^. Homologs of two other *Drosophila* genes that survived our screening efforts, *CG17689* and *Su(z)12*, also appear in several human or mouse cohesinopathy RNA-seq datasets (homologous to mammalian *CAMKK1/CAMKK2* and *SUZ12*, respectively)^30,41,51,53,54^. Thus, transcriptional changes in *NEP* (or perhaps *CAMKK1/CAMKK2* or *SUZ12*) may also contribute to the phenotypes identified in mouse models, or to cohesinopathy patient symptomatology.

*Drosophila Nep1* is known to be highly expressed in MBNs^55^ (Supplementary Fig. 2F) and was found to support middle- and long-term memory formation in the α/β subset of MBNs^48,56,57^, different from *Nep1* functions in the DANs we observe in this study. How exactly *Drosophila Nep1* functions in DANs or MBNs to affect memory remains unclear. *Nep1* is a membrane-bound zinc metalloendopeptidase known to cleave peptides on the extracellular surface^50^. Neprilysin’s functions were first identified in mammalian brains, where it was shown to cleave several neuropeptides to inhibit their signaling, including enkephalin and tachykinins^58,59^. Thus, one possibility is that reducing *Nep1* expression in *Drosophila* neurons results in increased neuropeptidergic signaling, leading to an indirect increase in synaptic vesicle numbers that may happen as a result of increased neural communication. Alternatively, *Nep1* may cleave other unknown proteins to exert its effects on neural physiology and memory. For example, mammalian *NEP* and *Drosophila Nep1* are known to cleave amyloid-β and their functions have been implicated in attenuating the progression of Alzheimer’s disease^48,60,61^. Thus, it is possible that Nep1 may cleave some proteins that are involved in directly regulating synaptic vesicle numbers or biogenesis. Identification of the genes and molecules that control synaptic vesicle numbers in neurons continues to remain rather elusive. It is possible that some other genes that were identified in our RNA-seq and subsequent screening might have a direct role in regulating the numbers of synaptic vesicles that neurons produce.

## Methods

All data were collected from independent, experimentally naïve animals (no animals were repeatedly tested). Information about fly lines and key reagents used in this study can be found in Supplementary Table 1, Supplementary Data 2, and Supplementary Data 4.

### *Drosophila* Husbandry

*Drosophila* stocks were maintained on standard food at room temperature. Experimental crosses were kept on standard food at 25°C on a 12 hr light-dark cycle. A mix of male and female flies was used for behavioral experiments. For larval imaging experiments, *Drosophila* larvae were not discriminated by sex, whereas only female flies were used for adult imaging experiments. For TARGET experiments (Fig. 6G), flies were reared at 18°C or 30°C, as specified above the graph bars, on a 12 hr light-dark cycle.

### Dopamine Neuron Cell Isolation for RNA-sequencing – Larval Brain Dissection

Several hundred parent flies were crossed and allowed to lay eggs on grape juice agar Petri dishes with active yeast paste for approximately 1.5 hr. These dishes were then discarded. Flies were then allowed to lay eggs for 2 hr on fresh plates. These eggs were then washed with dH_2_O and transferred to vials containing standard fly food medium, and incubated at 25°C. These larvae expressing *UAS-mCD8:GFP*, *UAS-dicer2*, and control or *UAS-Stromalin*^*RNAi*^ transgenes under the control of the ∆*TH-D’-GAL4* driver were then harvested starting at 120 hr AEL at which time their brains were dissected in dissecting saline (9.9 mM HEPES-KOH pH 7.4, 137 mM NaCl, 5.4 mM KCl, 0.17 mM NaH_2_PO_4_, 0.22 mM KH_2_PO_4_, 3.3 mM glucose, and 43.8 mM sucrose; filter sterilized) at room temperature. The ventral nerve cord was manually removed, then brains were placed into cold S2 medium on ice in a low retention 1.5 mL Eppendorf tube. Dissections were limited to under 1 hr by two experimenters, resulting in approximately 140 brains.

### Dopamine Neuron Cell Isolation for RNA-sequencing – Tissue Dissociation

Samples were then centrifuged at 2000 rpm for 1 min, and the S2 medium was removed. The brains were washed three times in dissecting saline with the addition of neural activity inhibitors (20 µM DNQX, 50 µM APV, 0.1 µM TTX). Brains were centrifuged at 2000 rpm for 1 min, then the dissecting saline was removed. A solution of 0.004% (w/v) collagenase (Abnova, cat. #P5279) combined with 5 units of L-cysteine-activated papain in 100 µL volume of dissecting saline (Worthington, cat. #LK003176) was added to the brains and a micropipette set at a volume of 30 µL was used to pipette the brains and solution 30x. The brains were left on a nutator for 20 min at room temperature, pipetting 30x every 5 min. 500 µL of SM active medium (4.18 mM KH_2_PO_4_, 1.05 mM CaCl_2_, 0.7 mM MgSO_4_•7H_2_O, 116 mM NaCl, 8 mM NaHCO_3_, 11.1 mM glucose, 5.29 mM trehalose, 2.4 mM α-ketoglutaric acid, 0.52 mM fumaric acid, 4.47 mM malic acid, 0.51 mM succinic acid, 0.2% (w/v) yeast extract, 20% (v/v) non heat-inactivated FBS, 2 µg/mL insulin, 5 mM Bis-Tris (pH 6.8); solution was adjusted to pH 6.8-6.9 with NaOH and filter sterilized, stored in aliquots at -80°C; inhibitors with final concentrations of 20 µM DNQX, 50 µM APV, and 0.1 µM TTX were added before use) was then added to the brains with papain and collagenase, centrifuged at 2000 rpm for 1 min, and the supernatant removed. The brains were washed 3x in SM active medium. Following the washes, a fresh volume of 500 µL SM active medium was added to the brains. A 1 mL syringe with a 26 G needle was then used to triturate the larval brains until no clumps of tissue were visible, then the solution with dissociated neurons was added to a 30 mm diameter Petri dish containing 750 µL of SM active medium (1.25 mL total) on ice. Cells were left to settle at the bottom of the plate for 30 min.

### Dopamine Neuron Cell Isolation for RNA-sequencing – Neuron Collection

Using a glass pipette with a diameter opening of ~10-20 μm (~2-3x the diameter of our cells) mounted in a micromanipulator and under an inverted fluorescence microscope using a 20x objective, approximately 50-60 GFP^+^ neurons were collected and transferred to a second 35 mm Petri dish containing 1 mL of SM active medium. From this second plate, new glass pipettes were used to collect 25 GFP^+^ neurons while visually excluding GFP^-^ neurons using differential interference contrast (DIC) and fluorescence imaging, ensuring no GFP^-^ cells were included in our sample. The amount of medium carryover was minimized (estimated at <0.5 µL) as the salt in the medium can interfere with the DNase step when preparing libraries for RNA-seq. The 25 GFP^+^ neurons were added to the buffer from a PicoPure RNA isolation kit (Arcturus, cat. #KIT0204). Manufacturer instructions were followed to extract the RNA from the sample, which was eluted in 13 µL of buffer, then stored at -80°C until all samples for the experiment were collected. One 25-neuron sample was collected from one genotype per day, and collections of control and *Stromalin* KD neurons were completed on alternating days, for a total of 3 samples per genotype.

### RNA-sequencing

The NuGEN Ovation SoLo RNA-seq kit with SoLo AnyDeplete Probe Mix for *Drosophila* was used for library preparation. The samples were run on an Illumina NextSeq 500 to obtain approximately 30 million reads per sample using the 2x40bp read chemistry. The results were analyzed by the Center for Computational Biology & Bioinformatics at the University of Florida Scripps Institute for Biomedical Innovation & Technology. The sequence quality for our samples was high as measured by Phred scores were greater than 30. Due to the nature of our samples and low RNA input, RNA quality could not be assessed prior to library creation. However, the number of expressed genes detected in our samples (~2700-4500) were similar or greater than that obtained from *Drosophila* neuron single cell RNA-sequencing experiments (majority of cells ~2000-3400)^62^, which are the most comparable dataset with our dopamine neuron specific RNA-sequencing dataset. Thus, we moved forward with analysis. 

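Among the 6 libraries, genes with at least 1 count numbered 2952, 4467 and 2691 in controls 1 to 3 and 4331, 3648 and 2751 in Stromalin KD 1 to 3. At 10 counts or more they numbered 2535, 4004 and 2298, and 3732, 3197 and 2352. The neuronal genes elav, nSyb and brp and the dopamine transporter DAT were present in all 6, whereas SMC1 reached 10 counts in 2 and SA in 1. rRNA genes took 30.2% of the counts in control 1 and 16.5% to 20.7% in the others, and mitochondrial genes 5.36% in Stromalin KD 1 and 1.69% to 2.21% in the others.
By genotype the number of genes was 3370 ± 959 in control and 3577 ± 792 in Stromalin KD at 1 count (SD, n = 3 each, two-sided exact permutation p = 0.9), and 2946 ± 924 and 3094 ± 696 at 10 counts (p = 0.9). With 3 libraries per genotype these spreads leave a difference as large as the SD open. Total counts averaged 8571266 ± 947149 in control and 8991793 ± 549530 in Stromalin KD (exact permutation p = 0.6). In all, 6922 of 17737 annotated genes had a count in some library and 4093 passed the filter for testing.

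**Figure D6:**
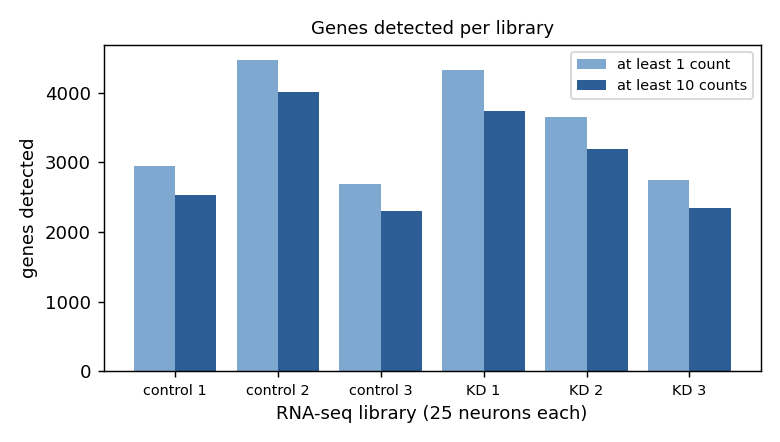
Genes with at least 1 count and with at least 10 counts in each of the 6 libraries.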

Transcriptomic data were analyzed using DESeq2.

The RNA-seq data revealed 160 significantly differentially expressed genes between control and *Stromalin* KD samples (adjusted p < 0.05). Log_2_ fold change values are higher than typically found for RNA-seq studies, which are most likely due to the low-input RNA levels of our samples. 

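Ranked by edgeR's unadjusted p, mamo, a zinc finger transcription factor, headed the higher genes with 0, 50 and 155 counts in control and 19518, 0 and 2606 in Stromalin KD (log2 fold change 6.66, SE 1.73, unadjusted p = 0.000116, adjusted p = 0.119). CR43906, a noncoding RNA, had 0 in control and 196, 0 and 6417 in Stromalin KD, at least 2207-fold higher, and sbr, which exports mRNA from the nucleus, 0 against 0, 74 and 5820, at least 1965-fold higher. CG7627 had 5, 0 and 0 against 732, 1037 and 6953, CG10209 15, 0 and 1 against 998, 573 and 8455, and CG6154 0 against 2303, 2 and 3554 (at least 1923-fold higher).
Next among the lower genes came olf186-F, the Orai calcium channel, with 0, 167 and 8979 in control and 0 in Stromalin KD (at least 3635-fold lower, adjusted p = 0.0614), and S6kII, a ribosomal S6 kinase, with 0, 46 and 7261 against 0 (at least 2913-fold lower, adjusted p = 0.274). otp, a homeobox transcription factor, had 837, 668 and 14138 against 235, 0 and 0 (log2 fold change -6.24, SE 1.91, unadjusted p = 0.00111, exact permutation p = 0.1).
Genes without an RNAi line included Hsc20, an iron-sulfur cluster chaperone, with 0 against 0, 222 and 1258 (at least 480-fold higher), CR44474 with 0 against 0, 1083 and 3654 (at least 1514-fold higher), and l(3)psg2 with 4, 2 and 0 against 1378, 123 and 306 (unadjusted p = 0.158). Adjusted over these 4 alone, 2 passed in edgeR, CG6511 and CR44474, the latter at an adjusted p of 0.809 over all genes. The 4 are among the 160 genes that the study chose on these same libraries, so this is no independent evidence. Genes whose RNAi was lethal ran in both directions. Higher were Rpt1, a proteasome ATPase, with 0 against 60, 519 and 1378 (at least 620-fold), ftz-f1, an ecdysone-regulated receptor, with 0 against 1455, 342 and 0 (at least 556-fold), Pop2, a deadenylase, with 0 against 1039, 682 and 0 (at least 515-fold), and CG3529 with 0 against 173, 0 and 2666 (at least 946-fold). Lower were Bap55, of the Brahma chromatin remodeler, with 164, 1677 and 0 against 0 (at least 564-fold) and CG8034 with 741, 0 and 1033 against 0 (at least 729-fold). Adjusted over all genes or over the 6 alone, 0 of these passed. No shift of the 6 as a group in 1 direction was called (camera, adjusted p = 0.367, and fry, adjusted p = 0.0573). For mixed directions fry gave an adjusted p of 4.2e-06. The 6 also come from the genes that the study chose on these libraries, so this is no independent evidence. DESeq2 called all 10 of the genes in both sets, and of the other genes named here it called CG10209 and CG6154 but not mamo or otp, and gave no p to CR43906, sbr, CG7627, olf186-F and S6kII.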

92 genes were significantly upregulated and 68 genes were downregulated. We included both up- and downregulated genes in our RNAi screen below, as the cohesin complex is thought to have both enhancer and silencing functions. We looked first for RNAi lines that corresponded to each of these differentially regulated genes in the Vienna *Drosophila* Resource Center (VDRC) RNAi library (preferentially obtaining RNAi lines from the KK library, and if not available, then from the GD library). Five RNAi lines were not available from the VDRC, and thus we obtained them from the Transgenic RNAi Project (TRiP) RNAi library at the Bloomington *Drosophila* Stock Center (BDSC; long non-coding RNA *CR40450, Sfp53D, RNASEK, CG4631, CG31808*). Four genes had no corresponding RNAi line available (long non-coding RNA *CR44474, CG6511, Hsc20, l(3)psg2*) in any of the VDRC or TRiP RNAi libraries. Altogether, we obtained 169 RNAi lines that corresponded to 156 genes identified from our RNA-seq data (due to 2 or 3 RNAi lines being available from one RNAi library for some of our genes of interest).

### RNAi Primary and Secondary Screens

During the RNAi screening process, experimenters were blinded to the RNAi line tested.

The above 169 RNAi lines were crossed with *;UAS-dicer2;TH-GAL4* flies to produce progeny with gene KD in the DANs. 6 RNAi lines resulted in either high embryonic or pupal lethality when crossed with *;UAS-dicer2;TH-GAL4* (*CG3529, CG8034, Bap55, ftz-f1, Pop2, Rpt1*) and therefore were not tested in our screens.

The progeny then underwent a primary learning and memory behavioral screen as adult flies (5-7 days old). We used the olfactory aversive memory assay (3 hr time point^35^), for which methods are described in the “Aversive Olfactory Conditioning” section. We performed the screen with *n* = 4, and then eliminated 1n whose value was the farthest from the mean of each group so that any outliers would not greatly affect the screen results. A control group (corresponding to the appropriate control for the RNAi library used) was included throughout the screen to serve as a reference value. The control groups across the screen were averaged, and this value was used to divide the mean PI scores for each RNAi line (RNAi PI/average control PI across screen). We considered any magnitude greater than ±0.25 to indicate a potential memory effect (corresponding to > 25% change, equivalent to ± ~1 standard deviation, the same criterion used previously for an RNAi memory screen^35^). From this primary screen, RNAi lines against 22 genes (23 RNAi lines) produced low memory scores, while 44 produced high memory scores. Of these, 10 low and 27 high memory score genes were consistent with the transcriptional and behavioral effects of *Stromalin* KD (i.e., statistically significant transcriptional increase and low memory or statistically significant transcriptional decrease and high memory).

These 37 genes (38 RNAi lines) were subjected to a secondary screen by crossing them with *;UAS-Syt:eGFP;UAS-dicer2,TH-GAL4* flies, producing progeny with RNAi and Syt:eGFP expression in the DANs. Six fly (5-6 days old) brains were dissected from each genotype and immunostained for GFP, as we have done for previous experiments^9^, along with a control group (corresponding to the appropriate control for the RNAi library used). The average fluorescence intensity (FI) for the dopaminergic innervation of the mushroom body heel area was calculated. The relative fluorescence intensity (RNAi FI/control FI) was calculated for each RNAi line, and we considered any magnitude greater than ±0.25 to indicate a potential effect on SVs (corresponding to a > 25% change). Of the 10 low memory scoring genes tested, RNAi lines against 2 genes (*CG42336, AP-1σ*) produced a corresponding decrease in Syt:eGFP relative fluorescence. Of the 27 high memory scoring genes tested, RNAi lines against 8 genes (*atms, Elp1, CG2278, Su(z)12, CG17698, COX7C, Nep1, ttm2*) produced a corresponding increase in Syt:eGFP relative fluorescence.

For the 10 RNAi lines that passed both the primary and secondary screen (2 low hits and 8 high hits), we then retested them for 3 hr memory and Syt:eGFP effects. For retesting Syt:eGFP effects, we combined the *UAS-Syt:eGFP* transgenes with the RNAi line, then crossed with *;UAS-dicer2;TH-GAL4* flies to avoid any potential problems resulting from constitutively expressing Syt:eGFP. Five of the 8 high-hit RNAi lines reproduced both significantly higher 3 hr memory scores and higher Syt:eGFP fluorescence intensity compared to controls, while neither of the 2 low hits had scores significantly different from controls. These genes were *Su(z)12, CG17698, COX7C, Nep1*, and *ttm2*.

### NanoString nCounter mRNA Analysis

*Stromalin* RNAi, *Su(z)12* RNAi, or *SMC1* RNAi with their respective control lines were crossed to *;UAS-dicer2;nSyb-GAL4* line to allow for pan-neuronal expression of the transgenes. 5-6 day old adult fly brains (male and female) were dissected in RNAlater^TM^ (Sigma-Aldrich, cat. #R0901) solution and frozen in 1.5 mL test tubes in RNAlater^TM^ at -20°C. 150 brains were dissected per genotype per sample, with 4 biological replicates per experiment. RNA extraction procedure was done 1-2 days after dissections using Qiagen RNeasy^®^ Lipid Tissue Mini Kit (Qiagen, cat. #74804) according to the manufacturer’s protocol and treated with DNase (TURBO DNA-free^TM^ Kit, Invitrogen, cat. #AM1907). RNA quality was assessed (Agilent 2100 Bioanalyzer G2938C), then samples were run using a custom designed probe set on the nCounter system (nCounter Prep Station 5 s & nCounter Digital Analyzer 5 s) at the University of Alberta LMP Pathology Core as per manufacturer’s protocol. RNA was used directly in the nCounter system to quantify mRNA reads (no amplification). As recommended by the manufacturer, we used 6 housekeeping genes for normalization, 2 of which are commonly used for qPCR (*αTub84B* and *Gapdh2*), and 4 genes that were highly expressed and whose expression remained unchanged in our *Stromalin* KD samples, based on our DAN RNA-seq data (*Act5C*, *brp, unc-104*, and *dicer2*; *dicer2* was artificially overexpressed using the *GAL4-UAS* system in our samples). Of note, our *SMC1* and *Su(z)12* samples did show significant gene expression changes in some of the genes designated as housekeeping genes; in future experiments a different set of housekeeping genes should be considered. We used NanoString’s nSolver program to analyze gene expression changes and perform statistical analyses, as per manufacturer’s instructions.

### Reverse Transcription-quantitative Polymerase Chain Reaction (RT-qPCR)

*Stromalin* RNAi or *SMC1* RNAi lines, together with their respective controls, were crossed to *;UAS-dicer2;nSyb-GAL4* line to allow for pan-neuronal expression of the transgenes. 5-7 day old adult fly brains (male and female) were dissected in RNAlater^TM^ (Sigma-Aldrich, cat. #R0901) solution and frozen in 1.5 mL test tubes in RNAlater^TM^ at -20°C. 80-100 brains were dissected per genotype per sample, with 5-6 biological replicates per experiment. RNA extraction procedure was done 1-2 days after dissections using Qiagen RNeasy^®^ Lipid Tissue Mini Kit (Qiagen, cat. #74804) according to the manufacturer’s protocol and treated with DNase (TURBO DNA-free^TM^ Kit, Invitrogen, cat. #AM1907). RNA quality was assessed (Agilent 2100 Bioanalyzer G2938C), then samples were reverse-transcribed with oligo(dT)_20_ primers using the SuperScript^TM^ III First-Strand kit (Invitrogen, cat. #18080-051) according to the manufacturer’s protocol. Amplification was performed using the Applied Biosystems 7500 Fast Real-Time PCR System and 2X SYBR Green qPCR Master Mix (*Dynamite*, a proprietary mix developed and distributed by the Molecular Biology Service Unit (MBSU) in the Department of Biological Sciences at the University of Alberta). Reactions were performed in triplicate. We used *Gapdh2* housekeeping gene for normalization. Fold gene expression is shown as a $$2^{\mbox{-}(\Delta \Delta C_{T})}$$ value.

### Aversive Olfactory Conditioning

Behavioral experiments were conducted using a standard aversive olfactory conditioning paradigm described previously^35^. Mixed-sex 1-5 day old flies were used for all experiments, unless stated otherwise. The experiments were conducted at 24-26°C under red light, and in ~60-80% humidity. Flies were collected ~24 hr prior to experiments, 60 flies per food vial x 2 for each data point (counterbalancing the trained odor). On the testing day, flies were acclimated for >15 min in a new food vial before aversive olfactory training. Flies were transferred into training tubes where they were exposed to 30 sec of air, 30 sec or 1 min of odor A paired with electric shock (CS^+^), 30 sec of fresh air, 30 sec or 1 min of odor B without electric shock (CS^-^), then 30 sec of air. For learning experiments, flies received 6 shocks across 30 sec while for intermediate memory experiments they received 12 shocks across 1 min, each shock delivered at 90 V for 1.25 sec in duration at 5 sec intervals^9^. Three min or 3 hr after training for learning and intermediate experiments, respectively, flies were placed in a T-maze, where they acclimated for 1 min, then were given 2 min to choose between an arm with the CS^+^ odor and the arm with the CS^-^ odor. Afterwards, the flies were tapped into collection tubes, frozen at -20°C, and counted. A preference index (PI) score was calculated as follows: (CS^-^ - CS^+^)/(CS^-^ + CS^+^). Odors used were diluted in mineral oil (0.05-0.15%), counterbalanced, and pairs of odors were: Benzaldehyde and OCT (3-octanol) that were used for screening, and MCH (4-methylcyclohexanol) and OCT used for all other experiments.

### Immunohistochemistry

Unless otherwise stated, 1-5 day old adult female or larval brains were used for immunohistochemistry experiments. The dissections and processing of whole brains was performed as described previously^63^. Briefly, brains were dissected in Schneider’s Insect Medium (Sigma-Aldrich, cat. #S0146), then fixed with 1% PFA in S2 medium at 4°C overnight. Brains were washed in PAT3 (0.5% Triton X-100, 0.5% BSA in 1x PBS), blocked in PAT3 containing 3% normal goat serum (NGS; 1 hr at room temperature), then incubated with primary antibodies in PAT3 with 3% NGS (3 hr at room temperature, then overnight at 4°C). Brains were washed in PAT3, then incubated with secondary antibodies in 3% NGS in PAT3 (3 hr at room temperature, then for 5 days at 4°C). Brains were washed in PAT3, rinsed quickly in PBS (phosphate buffered saline), then in dH_2_O before mounting between two glass coverslips held apart by spacers on a glass slide. Primary antibodies used include rabbit anti-GFP (1:1000, Invitrogen, cat. #A11122) and mouse monoclonal anti-NC82 (1:25 or 1:50, Developmental Studies Hybridoma Bank, AB_2314866). Secondary antibodies used include goat anti-rabbit Alexa Fluor^TM^ 488 (1:1000, Invitrogen, cat. #A11008) and goat anti-mouse Alexa Fluor^TM^ 633 (1:400, Invitrogen, cat. #A21050).

### Confocal Imaging of Fixed Samples

The brains were imaged on Leica TCS SP5, SP8 or STELLARIS 5 confocal microscope using a 10x, 20x water immersion, or 25x water immersion objective with 488 nm and/or 638 nm laser excitation. All brain images were imaged using 1 µm image stacks. Images were analyzed using ImageJ. For whole brain fluorescence analysis, a region of interest (ROI) was drawn outlining the brain. For measuring the fluorescence in the mushroom body heel, the fluorescence intensity values were obtained by drawing a circular ROI of a consistent size within the heel per experiment. For analysis of dopaminergic PPL1 cell bodies, ROIs were drawn around all visible individual cell bodies. The mean fluorescence intensity values were averaged between the anterior and posterior limits of the structure of interest. Data from both brain hemispheres (for heel and cell body analyses) were collected and then averaged to obtain a single value per region per animal. If the region of interest was obscured (e.g., with debris), a hemisphere (whole brain) was excluded from the analysis. All imaging data, unless stated otherwise, were normalized to the control group and expressed as % of the control value for ease of comparison.

### Functional Imaging

Female flies (5-6 days old) were used for in vivo functional imaging experiments as described previously^7^. Non-anesthetized flies were aspirated and their proboscis was glued with myristic acid. Flies were inserted in a custom-designed platform, then their thorax and head were glued to an opening in the platform using UV glue (Fotoplast^®^ Gel, Dreve #44691). A window in the dorsal cuticle of the fly head was cut using a 23 G syringe needle and physiological saline (124 mM NaCl, 3 mM KCl, 20 mM MOPS, 1.5 mM CaCl_2_, 4 mM MgCl_2_•6H_2_O, 5 mM NaHCO_3_, 1 mM NaH_2_PO_4_•H_2_O, 10 mM trehalose, 7 mM sucrose, 10 mM glucose; pH 7.2) was immediately applied. Forceps were used to remove the cuticle, fat tissue, and trachea on the surface of the brain. Flies were checked for normal activity levels before and after imaging. Flies were then mounted under the 25x water immersion objective on Leica STELLARIS 5. The legs of the fly were positioned on a copper grid used to deliver 12 electric shock pulses (90 V, 1.25 sec duration at 5 sec intervals). Dopamine sensor GRAB_DA2m_^45^ was expressed in the MBNs, and the shock responses in the heel region of one hemisphere of the mushroom body were analyzed. Time series fluorescence images were collected across 2 min 30 sec (45 sec baseline, 1 min shock, 45 sec recovery) using 488 nm laser excitation and a frame rate of 4 Hz using a resonance scanner. Fluorescence intensity changes were calculated as ((F_t_ – F_0_)/F_0_) x 100% (where F_0 _= mean fluorescence across 5 sec prior to foot shock and F_t_ = fluorescence intensity at time t) using ImageJ and MATLAB.

### Statistics and Reproducibility

Data were compiled using Excel and/or MATLAB. Statistical analyses were performed using SPSS Statistics. All tests were two-tailed and α = 0.05. All behavioral experiments were analyzed using parametric statistics, as memory PI scores are normally distributed^35^, whereas imaging experiments were analyzed using parametric or nonparametric tests as appropriate. The exact statistical tests and sample sizes used are listed in the figure legends. The graphs were plotted in Excel, Matlab, or BioRender. Exact statistical analysis values can be found in Supplementary Data 5.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

## Data Availability

All data supporting the findings of this paper are available within the paper and its Supplementary Files. Dopamine-specific RNA-sequencing data is uploaded to the GEO database (GSE317817). Data for RNA-sequencing and nCounter experiments are provided in Supplementary Data 1 and Supplementary Data 3. The source data for the graphs in the figures is provided in Supplementary Data 2 and Supplementary Data 6. All data are available from the corresponding author upon reasonable request.

# Supplementary material for: Dopamine neuron specific RNA-sequencing reveals Neprilysin 1 acts downstream of the cohesin complex to suppress learning
**Source:** Commun Biol. 2026 Feb 16;9:441. doi: 10.1038/s42003-026-09690-z
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

Dopamine neuron specific RNA-sequencing reveals *Neprilysin 1* acts downstream of the cohesin complex to suppress learning

Illia Pimenov^{1,2,3}, Courtney M. MacMullen⁴, Chisom Ezeh¹, Amoolya Sai Dwijsha^{1,2}, Justine David¹, Akhila Eswaran^{1,2}, Ronald L. Davis⁴, Anna Phan^{1,2,3*}

List of Supplementary Information

Supplementary Table 1. Key reagents and fly lines used in this study.

Supplementary Figure 1. Validation of the secondary synaptic vesicle protein screen results. Related to Figure 3.

Supplementary Figure 2. A second independent *Nep1* RNAi line and *Nep1* mutant line replicate the initial *Nep1* knockdown effects. Related to Figure 6.

Supplementary Figure 3. *Nep1* acts downstream of *Stromalin* to suppress learning and synaptic vesicle numbers. Related to Figure 8.

Supplementary References

Supplementary Table 1. Key reagents and fly lines used in this study.

All sources and identifiers for *Drosophila* stocks used in our RNAi screen are included in Supplementary Data 2. Genotypes of flies used in each figure are provided in Supplementary Data 4.

REAGENT OR RESOURCE	SOURCE	IDENTIFIER
<i>Antibodies</i>		
Rabbit polyclonal anti-GFP	Invitrogen	cat. #A11122; RRID: AB_221569
Mouse monoclonal anti-NC82	Developmental Studies Hybridoma Bank	RRID: AB_2314866
Alexa Fluor™ 488 goat polyclonal anti-rabbit IgG (H+L)	Invitrogen	cat. #A11008; RRID: AB_143165
Alexa Fluor™ 633 goat polyclonal anti-mouse IgG (H+L)	Invitrogen	cat. #A21050; RRID: AB_2535718
<i>Critical Commercial Assays</i>		
Arcturus™ PicoPure™ RNA Isolation Kit	Applied Biosystems	cat. #KIT0204
Ovation® SoLo RNA-Seq Kit with SoLo AnyDeplete Probe Mix, <i>Drosophila</i>	NuGEN	cat. #0407
RNeasy® Lipid Tissue Mini Kit	Qiagen	cat. #74804
TURBO DNA-free™ Kit	Invitrogen	cat. #AM1907
SuperScript™ III First-Strand Synthesis System for RT-PCR	Invitrogen	cat. #18080-051
<i>Experimental Models: Organisms/Strains</i>		
<i>D. melanogaster</i> : ΔTH-D'-GAL4: ;P{ΔTH-D'-Gal4};	Bloomington Drosophila Stock Center	RRID: BDSC_93704
<i>D. melanogaster</i> : TH-GAL4: w [*] ;P{ple-GAL4.F}	Bloomington Drosophila Stock Center	RRID: BDSC_8848
<i>D. melanogaster</i> : nSyb-GAL4: y ¹ w [*] ;P{nSyb-GAL4.S}	Gift from Julie Simpson	N/A
<i>D. melanogaster</i> : R13F02-LexA: w ¹¹¹⁸ ;P{GMR13F02-lexA}attP40/CyO;	Bloomington Drosophila Stock Center	RRID: BDSC_52460

<i>D. melanogaster</i> . Control (KK library control):<br>w ¹¹¹⁸ ;empty VIE-260B landing site;	Vienna Drosophila Resource Center	60100
<i>D. melanogaster</i> . Stromalin RNAi ^{KK} or UAS-Stromalin ^{RNAi} :<br>w ¹¹¹⁸ ;P{KK100690}VIE-260B;	Vienna Drosophila Resource Center	106046
<i>D. melanogaster</i> . SMC1 RNAi ^{KK} : w ¹¹¹⁸ ;<br>P{KK100055}VIE-260B;	Vienna Drosophila Resource Center	108922
<i>D. melanogaster</i> . Nep1 RNAi ^{KK} :<br>w ¹¹¹⁸ ;P{KK101227}VIE-260B;	Vienna Drosophila Resource Center	108660
<i>D. melanogaster</i> . CG42336 RNAi ^{KK} :<br>w ¹¹¹⁸ ;P{KK109998}VIE-260B;	Vienna Drosophila Resource Center	104546
<i>D. melanogaster</i> . AP1-σ RNAi ^{KK} :<br>w ¹¹¹⁸ ;P{KK108869}VIE-260B;	Vienna Drosophila Resource Center	107322
<i>D. melanogaster</i> . atms RNAi ^{KK} :<br>w ¹¹¹⁸ ;P{KK100080}VIE-260B;	Vienna Drosophila Resource Center	108826
<i>D. melanogaster</i> . CG17698 RNAi ^{KK} :<br>w ¹¹¹⁸ ;P{KK114647}VIE-260B;	Vienna Drosophila Resource Center	105884
<i>D. melanogaster</i> . ttv2 RNAi ^{KK} :<br>w ¹¹¹⁸ ;P{KK106063}VIE-260B;	Vienna Drosophila Resource Center	100361
<i>D. melanogaster</i> . CG2278 RNAi ^{KK} :<br>w ¹¹¹⁸ ;P{KK107054}VIE-260B;	Vienna Drosophila Resource Center	100549
<i>D. melanogaster</i> . Elp1 RNAi ^{KK} :<br>w ¹¹¹⁸ ;P{KK100227}VIE-260B;	Vienna Drosophila Resource Center	109402
<i>D. melanogaster</i> . COX7C RNAi ^{KK} :<br>w ¹¹¹⁸ ;P{KK112622}VIE-260B;	Vienna Drosophila Resource Center	104970
<i>D. melanogaster</i> . LkR RNAi ^{KK} :<br>w ¹¹¹⁸ ;P{KK102546}VIE-260B;	Vienna Drosophila Resource Center	105155
<i>D. melanogaster</i> . Octβ1R RNAi ^{KK} :<br>w ¹¹¹⁸ ;P{KK102153}VIE-260B;	Vienna Drosophila Resource Center	110537
<i>D. melanogaster</i> . Control (GD library control): w ¹¹¹⁸ ;;	Vienna Drosophila Resource Center	60000

<i>D. melanogaster</i> . <i>Su(z)12</i> RNAi ^{GD} :<br>w ¹¹¹⁸ ;P{GD15573}v42423	Vienna Drosophila<br>Resource Center	42423
<i>D. melanogaster</i> . Control (TRiP library<br>control, 2 nd chr.):<br>y ¹ ,v ¹ ;P{CaryP}Msp300 ^{attP40}	Bloomington Drosophila<br>Stock Center	RRID: BDSC_36304
<i>D. melanogaster</i> . <i>Nep1</i> RNAi ^{TRiP} :<br>y ¹ ,sc*,v ¹ ,sev ²¹ ;P{TRiP.HMC05784}attP40	Bloomington Drosophila<br>Stock Center	RRID: BDSC_64911
<i>D. melanogaster</i> . <i>Nep1</i> OE or<br>Nep1 ^{EY21255} :<br>y ¹ ,w ^{67c23} ,P{EPgy2}Nep1 ^{EY21255} ;;	Bloomington Drosophila<br>Stock Center	RRID: BDSC_22465
<i>D. melanogaster</i> . Control (TRiP library<br>control, 3 rd chr.): y ¹ ,v ¹ ;P{CaryP}attP2	Bloomington Drosophila<br>Stock Center	RRID: BDSC_36303
<i>D. melanogaster</i> . <i>unc-104</i> RNAi ^{TRiP} :<br>y ¹ ,sc*,v ¹ ,sev ²¹ ;P{TRiP.GLC01453}attP2	Bloomington Drosophila<br>Stock Center	RRID: BDSC_43264
<i>D. melanogaster</i> . UAS-mCD8::GFP:<br>y*,w*, P{UAS-mCD8::GFP.L};;	¹	N/A
<i>D. melanogaster</i> . Syt:eGFP or UAS-<br>Syt:eGFP: w*;P{UAS-syt.eGFP};	Bloomington Drosophila<br>Stock Center	RRID: BDSC_6925
<i>D. melanogaster</i> . Syt:eGFP or UAS-<br>Syt:eGFP: w*;P{UAS-syt.eGFP}	Bloomington Drosophila<br>Stock Center	RRID: BDSC_6926
<i>D. melanogaster</i> . GRAB _{DA} :<br>w*;PBac{10XlexAop-<br>GRAB(DA2m)}VK00005/TM2	Bloomington Drosophila<br>Stock Center	RRID: BDSC_90880
<i>D. melanogaster</i> . UAS-dicer2:<br>w ¹¹¹⁸ ;P{UAS-Dicer2};	Vienna Drosophila<br>Resource Center	60008
<i>D. melanogaster</i> . UAS-dicer2:<br>w ¹¹¹⁸ ;P{UAS-Dicer2}	Vienna Drosophila<br>Resource Center	60009
<i>D. melanogaster</i> . tub>GAL80 ^{ts} :<br>w*;P{tubP-GAL80 ^{ts} };	²	N/A

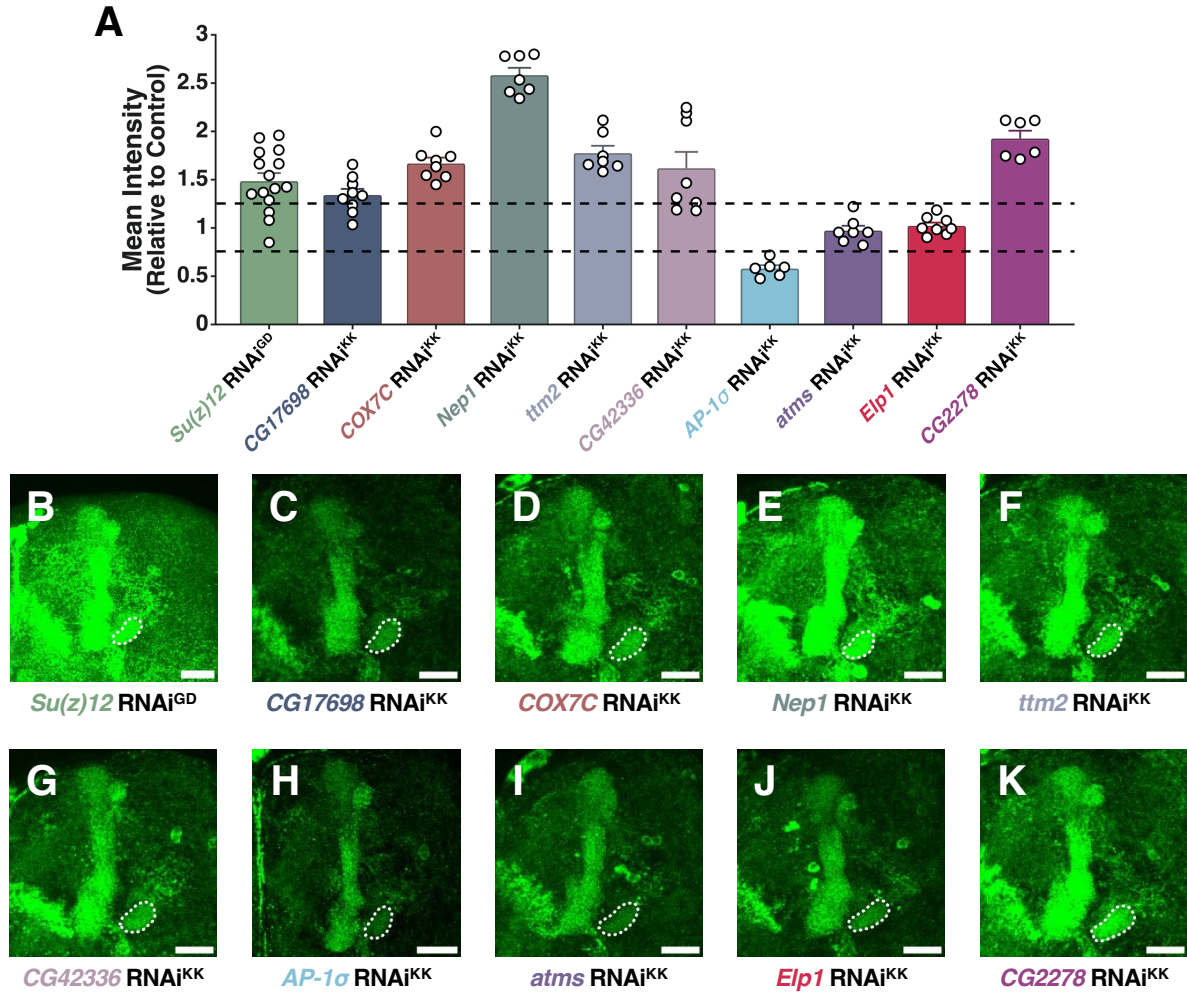

Supplementary Figure 1. Validation of the secondary synaptic vesicle protein screen results. Related to Figure 3.

(A) *Su(z)12* KD, *CG17698* KD, *COX7C* KD, *Nep1* KD, *ttn2* KD, *AP1-σ* KD, and *CG2278* KD replicated Syt:eGFP changes observed during the secondary screen. *CG42336* KD, *atms* KD, and *Elp1* KD did not replicate Syt:eGFP changes initially found during the secondary screen. Black dashed lines denote the thresholds at $\pm 25\%$ of control Syt:eGFP intensity. All data points were normalized to control group average.

Representative images of the adult female mushroom bodies expressing *UAS-Syt:eGFP* and **(B)** *Su(z)12* GD RNAi, **(C)** *CG17698* KK RNAi, **(D)** *COX7C* KK RNAi, **(E)** *Nep1* KK RNAi, **(F)** *ttn2* KK RNAi, **(G)** *CG42336* KK RNAi, **(H)** *AP1-σ* KK RNAi, **(I)** *atms* KK RNAi, **(J)** *Elp1* KK RNAi, **(K)** *CG2278* KK RNAi using *TH-GAL4* driver.

All graphs depict mean + SEM. White dotted lines on micrographs outline the mushroom body heel. Scale bar 20 μm .

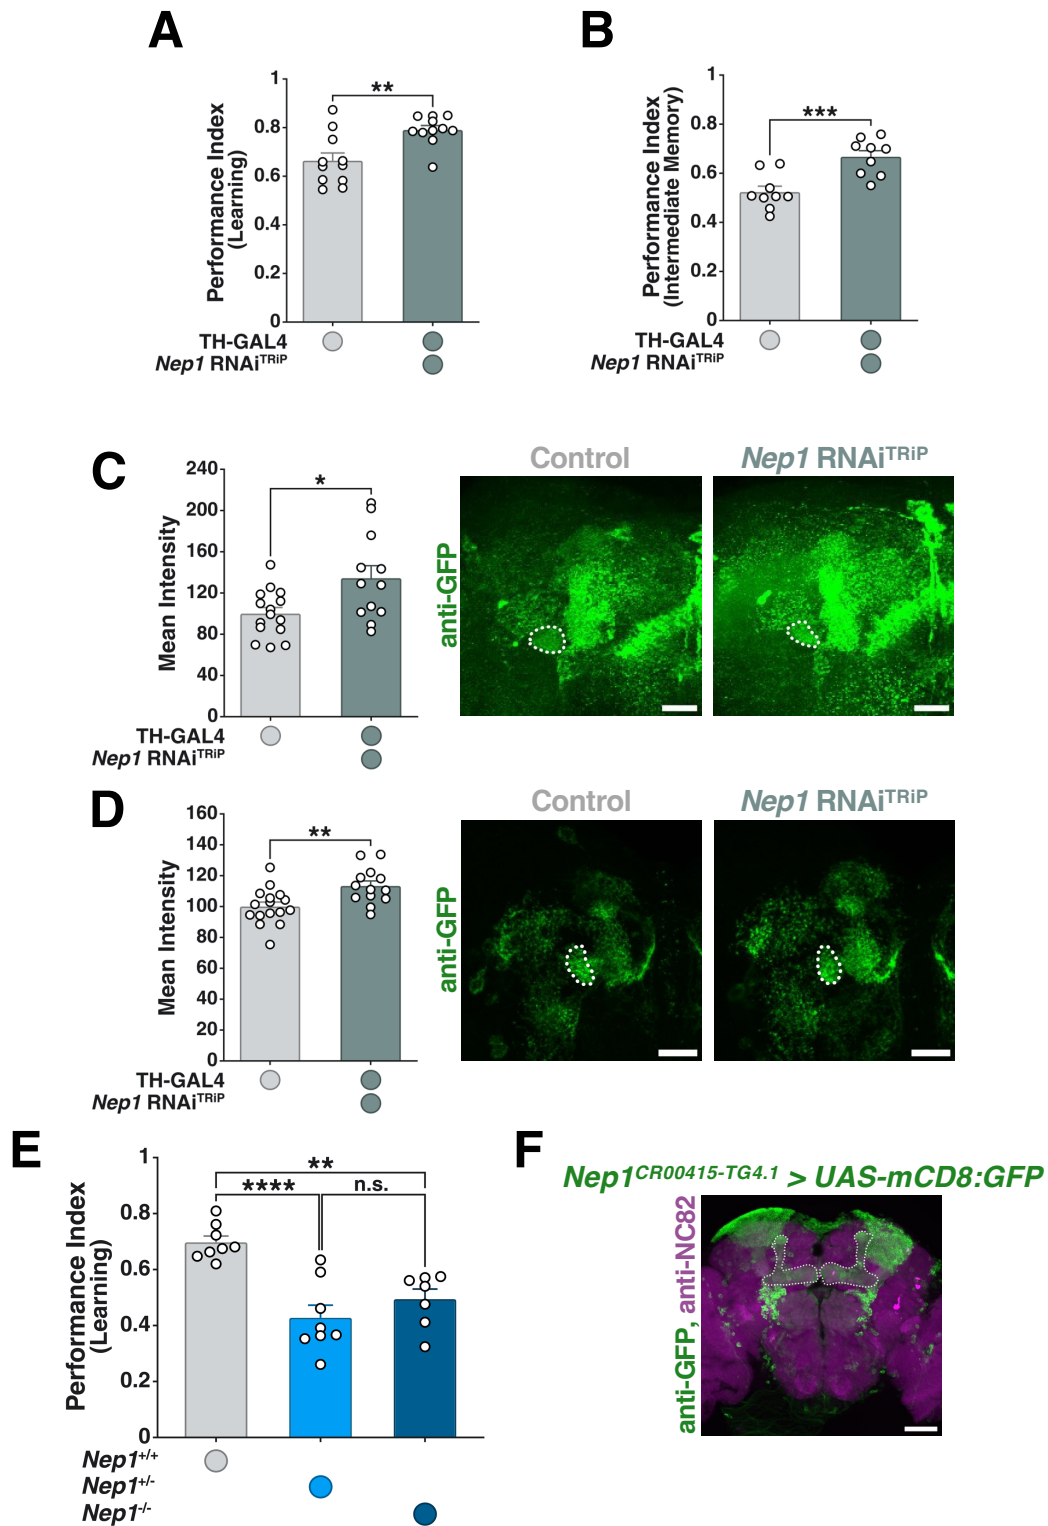

Supplementary Figure 2. A second independent *Nep1* RNAi line and *Nep1* mutant line replicate the initial *Nep1* knockdown effects. Related to Figure 6.

(A) *Nep1* TRiP RNAi KD led to increased memory acquisition scores. Student's t test, **p < 0.01 (n=11).

(B) *Nep1* TRiP RNAi KD improved intermediate memory retention scores. Student's t test, ***p < 0.001 (n=9).

(C) *Nep1* TRiP RNAi KD increased Syt:eGFP levels in the PPL1- γ 1pedc of adult female flies. Student's t test, *p < 0.05 (n=15,12). All data points were normalized to control group average (in %).

(D) *Nep1* TRiP RNAi KD increased Syt:eGFP levels in the PPL1- γ 1pedc of late 3rd instar larvae. Mann-Whitney U test, **p < 0.01 (n=16,13). All data points were normalized to control group average (in %).

(E) *Nep1* mutant flies (*Nep1*^{CR00415-TG4.1}) are impaired in learning, similar to pan-neuronal *SMC1* or *Nep1* KD. One-Way ANOVA with Tukey's *post-hoc*, **p < 0.01, ****p < 0.0001 (n=8,8,7).

(F) *Nep1* is highly expressed in mushroom body neurons as evidenced by fluorescent membrane marker (mCD8:GFP) depicting the endogenous *Nep1* expression pattern (using *Nep1*^{CR00415-TG4.1}). All graphs depict mean + SEM. White dotted lines on micrographs outline the mushroom body heel (C, D) or whole mushroom body (F). Scale bar 20 μ m (C, D) or 50 μ m (F).

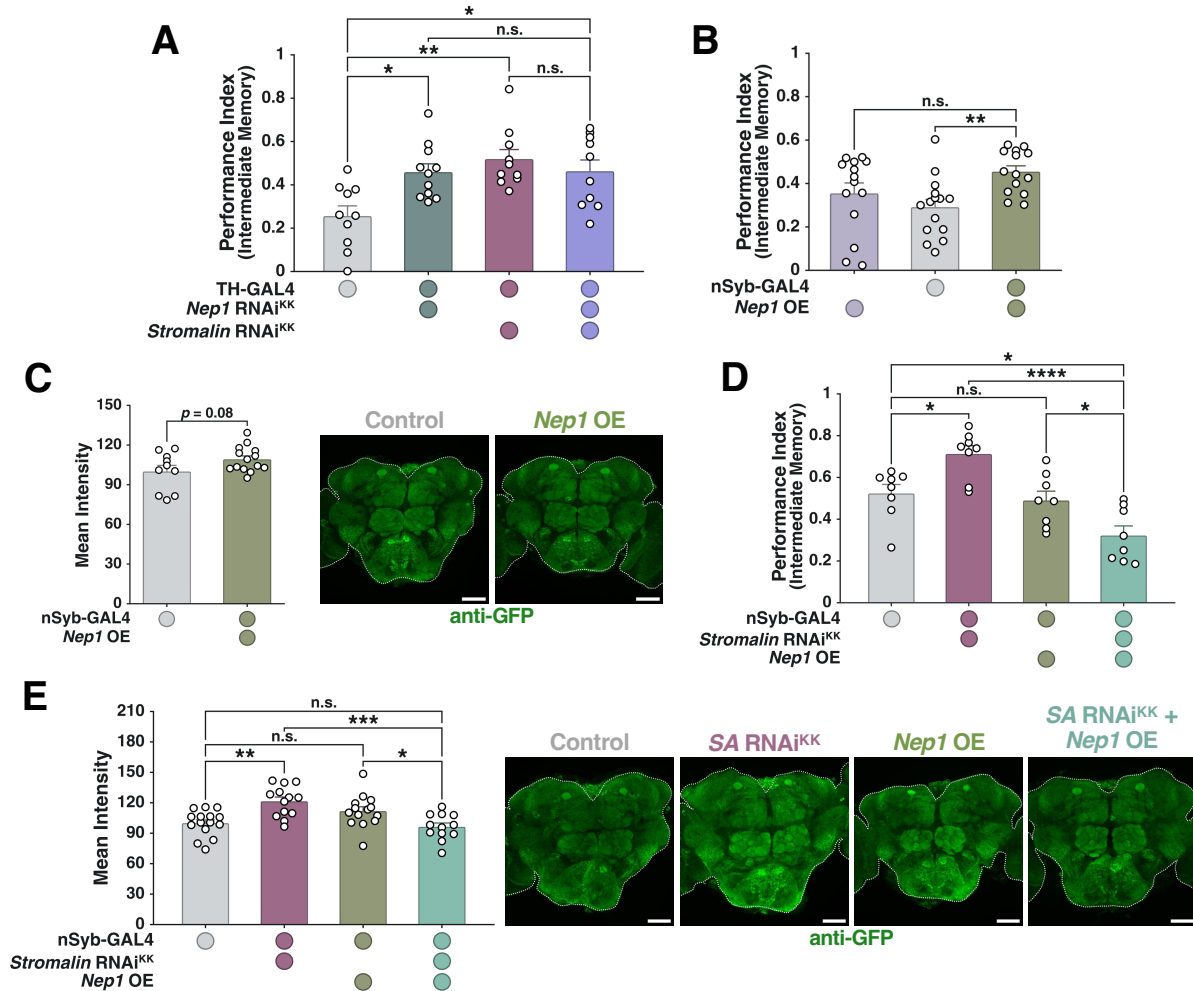

Supplementary Figure 3. *Nep1* acts downstream of *Stromalin* to suppress learning and synaptic vesicle numbers. Related to Figure 8.

(A) *Nep1* KK RNAi KD, *SA* KK RNAi KD, and *Nep1* KK + *SA* KK RNAi KD all result in enhanced intermediate memory retention. Concurrent KD of both *Nep1* and *SA* did not cause more exacerbated increase in memory scores than individual KDs. One-Way ANOVA with Tukey's *post-hoc*, *p < 0.05, **p < 0.01 (*n*=10,11,10,10).

(B) Overexpressing *Nep1* pan-neuronally did not alter intermediate memory retention scores when compared to the genetic controls. One-Way ANOVA with Tukey's *post-hoc*, **p < 0.01 (*n*=14,15,14).

(C) Overexpressing *Nep1* pan-neuronally resulted in a trend towards a significant increase of Syt:eGFP fluorescence intensity in the whole brain. Student's *t* test (*n*=10,14). All data points were normalized to control group average (in %).

(D) Simultaneous pan-neuronal *Nep1* overexpression and SA KD rescues intermediate (3hr) memory enhancement caused by SA KD alone. One-Way ANOVA with Tukey's *post-hoc*, * $p < 0.05$, **** $p < 0.0001$ (n=8).

(E) Concurrent pan-neuronal *Nep1* overexpression with SA KD rescues synaptic vesicle marker increases in the whole brain observed upon SA KD alone. One-Way ANOVA with Tukey's *post-hoc*, * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$ (n=15,13,14,12). All data points were normalized to control group average (in %).

All graphs depict mean + SEM. White dotted lines on micrographs outline the whole brain. Scale bar 50 μm .

Supplementary References

1. Lee T & Luo L. *Mosaic Analysis with a Repressible Neurotechnique Cell Marker for Studies of Gene Function in Neuronal Morphogenesis*. (1999).
2. McGuire, S. E., Le, P. T., Osborn, A. J., Matsumoto, K. & Davis, R. L. Spatiotemporal rescue of memory dysfunction in *Drosophila*. *Science* 302, 1765–8 (2003).

# Supplementary material for: Dopamine neuron specific RNA-sequencing reveals Neprilysin 1 acts downstream of the cohesin complex to suppress learning
**Source:** Commun Biol. 2026 Feb 16;9:441. doi: 10.1038/s42003-026-09690-z
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary File

File name: Supplementary Data 1

Description: RNA-sequencing of 3rd instar PPL1 dopaminergic neurons (control vs Stromalin KD).

File name: Supplementary Data 2

Description: Primary and Secondary Screen data

File name: Supplementary Data 3

Description: nCounter data (Stromalin KD vs control, SMC1 KD vs control, Su(z)12 KD vs control)

File name: Supplementary Data 4

Description: Genotypes of animals in Figures

File name: Supplementary Data 5

Description: Statistical analysis results

File name: Supplementary Data 6

Description: The source data behind the graphs in the paper

# Supplementary material for: Dopamine neuron specific RNA-sequencing reveals Neprilysin 1 acts downstream of the cohesin complex to suppress learning
**Source:** Commun Biol. 2026 Feb 16;9:441. doi: 10.1038/s42003-026-09690-z
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Please do not complete any field with "not applicable" or n/a. Refer to the help text for what text to use if an item is not relevant to your study. For final submission, please carefully check your responses for accuracy; you will not be able to make changes later.

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☐	☒	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection n/a

Data analysis n/a

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data are available within the manuscript or as supplemental data files. RNA-seq data deposited in GEO: GSE317817

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	n/a
Reporting on race, ethnicity, or other socially relevant groupings	n/a
Population characteristics	n/a
Recruitment	n/a
Ethics oversight	n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Within the manuscript (figures) and supplemental data.
Data exclusions	n/a
Replication	Of any replications performed, only experimental results that we could replicate are included in the manuscript.
Randomization	n/a
Blinding	Experimenters were blind to genotypes while performing the screen.

Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description	
Research sample	
Sampling strategy	
Data collection	
Timing	
Data exclusions	
Non-participation	
Randomization	

Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description	____
Research sample	____
Sampling strategy	____
Data collection	____
Timing and spatial scale	____
Data exclusions	____
Reproducibility	____
Randomization	____
Blinding	____

Did the study involve field work? ☐ Yes ☐ No

Field work, collection and transport

Field conditions	____
Location	____
Access & import/export	____
Disturbance	____

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involvement in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involvement in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	RRIDs and Catalogue numbers included in manuscript
Validation	Commercially available and widely used

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	____
Authentication	____
Mycoplasma contamination	____
Commonly misidentified lines<br>(See ICLAC register)	____

Palaeontology and Archaeology

Specimen provenance	____
Specimen deposition	____
Dating methods	____
☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.	
Ethics oversight	____

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	Drosophila melanogaster
Wild animals	n/a
Reporting on sex	Within manuscript
Field-collected samples	n/a
Ethics oversight	n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration	____
Study protocol	____
Data collection	____
Outcomes	____

Dual use research of concern

Policy information about [dual use research of concern](#)

Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

No	Yes
☐	☐ Public health
☐	☐ National security
☐	☐ Crops and/or livestock
☐	☐ Ecosystems
☐	☐ Any other significant area

Experiments of concern

Does the work involve any of these experiments of concern:

No	Yes
☐	☐ Demonstrate how to render a vaccine ineffective
☐	☐ Confer resistance to therapeutically useful antibiotics or antiviral agents
☐	☐ Enhance the virulence of a pathogen or render a nonpathogen virulent
☐	☐ Increase transmissibility of a pathogen
☐	☐ Alter the host range of a pathogen
☐	☐ Enable evasion of diagnostic/detection modalities
☐	☐ Enable the weaponization of a biological agent or toxin
☐	☐ Any other potentially harmful combination of experiments and agents

Plants

Seed stocks	____
Novel plant genotypes	____
Authentication	____

ChIP-seq

Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links<br><i>May remain private before publication.</i>	____
Files in database submission	____
Genome browser session<br>(e.g. UCSC)	____

Methodology

Replicates	____
Sequencing depth	____
Antibodies	____
Peak calling parameters	____
Data quality	____

Software

Flow Cytometry

Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Instrument

Software

Cell population abundance

Gating strategy

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

Magnetic resonance imaging

Experimental design

Design type

Design specifications

Behavioral performance measures

Imaging type(s)

Field strength

Sequence & imaging parameters

Area of acquisition

Diffusion MRI

☐ Used☐ Not used

Preprocessing

Preprocessing software

Normalization

Normalization template

Noise and artifact removal

Volume censoring

Statistical modeling & inference

Model type and settings

Effect(s) tested

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

(See [Eklund et al. 2016](#))

Correction

Models & analysis

n/a | Involved in the study

☐ ☐ Functional and/or effective connectivity

☐ ☐ Graph analysis

☐ ☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

Graph analysis

Multivariate modeling and predictive analysis

How the deposited data were processed for this re-analysis (not part of the article)

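RNA-seq of hand-picked PPL1-γ1pedc dopamine neurons was used, 3 control libraries and 3 Stromalin KD libraries of 25 neurons each, from larvae at 120 h after egg laying. Libraries were grouped by genotype as labeled. The paper states that each sample was collected on its own day, the genotypes in alternation, so that the replicate numbers mark no shared day and the comparison was made without pairing.

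The authors deposited raw counts per gene, as whole numbers, for 17737 genes. Their processing notes name HTSeq 0.9.1, DESeq2 and the build BDGP6. The aligner, the strand setting of the counting and any use of molecular identifiers are not given in the sources used here. A second deposited table gives signal per gene, which is the counts after the authors' DESeq2 size factors. Another deposited table gives TPM per library, on a linear scale. The authors' DESeq2 results give log2 fold change with its standard error, Stromalin KD over control. They also hold a deposited score, the Wald statistic, for each gene. The p-value and adjusted p-value of each gene are as deposited by the authors and were used to fix the 160 genes. From the paper's supplementary tables came the memory scores of the RNAi lines and the nCounter values of Stromalin KD and SMC1 KD brains. Behavior, imaging and the remaining nCounter data were not analysed here.

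Depth, as counts in genes, ran from 7790921 to 9625056 in control and from 8638734 to 9624935 in Stromalin KD. Of these, rRNA genes held 16.5% to 30.2%, so that fewer counts measured other genes. A gene with 0 counts in a library was given a floor of 3 counts, and fold bounds against a group all at 0 use 3 counts over the whole group. Floors cover counting error only, since reads amplified from 1 molecule are not independent. The fold bounds also take the mean of the higher group as exact and leave out missed detection. They describe these libraries and do not bound the change in the neurons.

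Comparisons were computed from the raw counts with edgeR 4.0.16 in R 4.3.3. Genes with at least 10 counts in at least 2 of the 6 libraries were kept, 4093 in number. TMM factors, the quasi-likelihood fit and test, and Benjamini-Hochberg adjustment over all kept genes followed, two-sided, with an adjusted p of 0.05 as the threshold. Standard errors of log2 fold changes were computed from the fold change and the test statistic. Normalized CPM are counts over TMM-scaled library size, and log2-CPM for list tests used a prior count of 2. Group means carry the SD over 3 libraries. Exact permutation tests of normalized CPM are two-sided and reach no p under 0.1. DESeq2 1.42.0 was run at its default settings as the paper's tool and gave an adjusted p to 2930 genes.

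A set of 32 gene lists was fixed from gene names and the paper's text: dopamine, pan-neuronal, synaptic vesicle, clathrin adaptor, cohesin, neprilysin, Polycomb, ecdysone response, neuropeptide and amine receptor, aminoacyl-tRNA synthetase, stress, glial, neuroblast, Kenyon cell, transmitter type, blood cell and fat body, cytosolic and mitochondrial ribosome, oxidative phosphorylation, mitochondrially encoded, proteasome and nucleoporin genes, the nCounter reference genes, and the study's own sets. Of the named members 3 matched no gene name in the tables and were left out. Lists with at least 5 tested members, 22 in all, were tested with camera (preset correlation 0.01, and an estimated correlation beside it) and fry in limma 3.58.1. Over-representation among the 160 genes used a one-sided Fisher test over 25 lists, with the 2925 genes that have an adjusted p in the authors' table as background.

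Genes named in the text are those the paper names, the cohesin, dopamine and reference genes, the first 8 per direction by edgeR p, the first 6 per direction in the authors' table, and the genes of a list that show its result. Others are said to be picked after the values were seen where they appear.

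Alternatives to the comparison were DESeq2, DESeq2 without Cook's filtering or independent filtering, RLE and TMMwsp factors, total counts only, 3 other count filters, the replicate number as a block, the edgeR likelihood ratio test, limma-trend on log2(TPM + 1), and leaving out each library. Other detection limits, other list settings, the RNAi line as the unit, and nCounter genes under an unadjusted p of 0.05 were tried for the results they concern. Leaving out each library in DESeq2 was added later. Each split of the 6 libraries into 3 and 3, 10 in all, was run through the same steps, and 1000 shuffles of detection kept the number of libraries per gene and of genes per library.

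The steps were tested on simulated data of 4093 genes with known changes in 100 genes per fold size. With a dispersion of 0.1, edgeR recovered 96 of 100 genes changed 4-fold and 100 of 100 changed 16-fold, with 7 false calls. The real libraries vary far more, with a common coefficient of variation of 228%. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for permutation tests and figures.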

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

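The shuffles of detection, the comparison of SA with genes of its control level and the refit of 18SrRNA-Psi:CR41602 without control 1 are tests chosen only after the result was seen. The splits of the libraries and the comparison of SA with genes of its mean over all libraries were set earlier.

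The 160 genes called by DESeq2 are not more than other splits of the same libraries give. The true split into genotypes gave 160, other splits 142 to 426, and 10 splits are too few for a share under 0.05. The highest, 426, set controls 1 and 3 with Stromalin KD 3 (mean 2395 genes detected) against control 2 with Stromalin KD 1 and 2 (mean 3644). That split was picked as the highest and mixes genotypes, so it does not show what made the 160 calls. The true split had means of 2946 and 3094 detected genes. Calls did not simply follow that gap, since a split with means of 2873 and 3166 gave 144. A candidate explanation for the on or off calls is that each library catches a gene or misses it whatever its genotype: 464 genes were counted in 2 or 3 libraries of 1 genotype and in none of the other, against a mean of 465 in shuffles (95% from 431 to 498, 522 of 1000 as large). An effect of Stromalin on part of the 160 could still be present, since shuffles count genes and do not judge any single one.

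For edgeR the true split called 2 genes and the highest other split 8. For genes with at least 10 counts in all 3 libraries of 1 genotype and 0 in the other, the values were 23 and 113. Again 10 splits are too few for a share under 0.05.

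SA was found in control 3 and not at 10 counts or more in any other library, and both the knockdown and its low level were weighed. Among 1686 genes with a mean count within a factor of 2 of SA's mean of 229, the median gene reached 10 counts in 2 of the 6 libraries, but that mean includes the Stromalin KD counts, so this comparison decides nothing. Matched on the control mean alone (457), 557 other genes were found at 10 counts or more in 1 control library, and 222 of them (39.9%) reached 10 counts in no Stromalin KD library. A pattern like that of SA is common among genes of its control level. The RNA-seq gives no measure of how far SA was reduced, and a true reduction is not excluded.

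18SrRNA-Psi:CR41602 was called lower in Stromalin KD by edgeR, either from genotype or from rRNA carried over in 1 control. Control 1 had 30.2% of its counts in rRNA genes, the highest share. Without control 1 the log2 fold change was 0.02 (SE 0.07) with an adjusted p of 1.00, so the lower value rested on control 1. The refit cannot tell why. This gene is part of the rRNA share, with 1155449 of the 7790921 counts of control 1, and carry-over was not measured. The call was also lost without control 3, Stromalin KD 1 or Stromalin KD 2, so its loss alone does not single out control 1.

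Outside the 160 genes, 6 had at least 10 counts in all 3 Stromalin KD libraries and 0 in every control, and 1, Octbeta2R, had the reverse. Over all genes and both directions the true split gave 23 such genes and other splits 22 to 113. ND-51, of respiratory complex I, had 121, 26 and 2731 counts, raptor, of the TOR complex, 26, 1571 and 11, Pof, which binds the fourth chromosome, 35, 25 and 950, CG7028 1125, 39 and 49, CG18815 17, 993 and 31, and CG17612 37, 255 and 19. They are at least 958-, 436-, 335-, 386-, 284- and 87.0-fold higher in that order, with unadjusted p in edgeR of 0.0245, 0.0589, 0.0654, 0.0621, 0.0691 and 0.0774, and exact permutation p of 0.1 each. Every gene of this pattern has that permutation p, since its groups do not overlap. DESeq2 gave no p to ND-51, raptor, Pof, CG7028, CG18815 and Octbeta2R, and gave CG17612 an adjusted p of 0.0634.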

How the results depend on the processing

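Leaving out each library in DESeq2 is the only alternative here chosen after the result was seen.

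The number of genes past the threshold, 2 in edgeR, was 160 in DESeq2, 1474 in DESeq2 without Cook's filtering and 100 without independent filtering, 4 in limma-trend on log2(TPM + 1), and 0 to 3 with a library left out. It was 0 with TMMwsp factors, with total counts only, with filterByExpr and with 10 counts in 3 libraries, and 1 with no filter beyond 1 count. DESeq2 with a library left out gave 700 to 816; the cause was not tested.

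With the replicate number as a block, 1 gene passed, but the numbers do not pair the libraries: deviations of same-number libraries correlate at -0.0202, -0.00977 and 0.0246. In the block fit 0 of the 160 genes passed, and the log2 fold change was -0.50 for SMC1, 1.14 for Ddc, 0.00246 for Vmat and -7.07 for Nep1.

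Of the 160 genes, 1 in edgeR, 160 passed in DESeq2, 0 with TMMwsp factors, total counts, no filter, filterByExpr, 10 counts in 3 libraries or limma-trend, and 0 to 1 with a library left out. Nep1 was -9.97 in DESeq2 and -12.07 to -9.07 in the fits with a library left out that kept it. It fell out of the filter without control 1 or 2, with filterByExpr and with 10 counts in 3 libraries. Genes on in 1 genotype and off in the other, 23, were 52 at 1 count, 7 at 50 counts and 50 with under 10 counts allowed in the other group. Gene lists called, 3, were 0 with an estimated correlation, 0 with filterByExpr, where the 3 lists kept too few genes to be tested, and 0 to 3 with a library left out, where the same holds for all 3 without control 2 and for 2 of them without control 1. For SMC1 KD, 69.2% of the genes with an unadjusted nCounter p under 0.05 matched in direction, against 70.3% of all 37.

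Signs that turned with the library left out had these ranges of log2 fold change: vtd -2.78 to 0.67, Nipped-B -1.45 to 1.92, Ddc -0.88 to 2.33, Vmat -0.30 to 0.49, DAT -0.53 to 0.32, Gapdh2 -0.00249 to 0.52, Act5C -0.35 to 0.0069, brp -0.45 to 0.26, unc-104 -0.71 to 0.39 and 18SrRNA-Psi:CR41602 -0.47 to 0.0174. With TMMwsp factors Vmat was 0.0677 and DAT 0.0185, with total counts only Vmat was 0.0565, and in limma-trend Ddc was 1.06, Vmat 0.12, brp 0.018 and unc-104 0.10. Over 40 named genes and 558 alternative values, 489 kept the result, 26 reversed the sign, 18 lost a call and 25 gained one.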

Differences from the paper's values

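The paper gives 160 differentially expressed genes, 92 upregulated and 68 downregulated, and edgeR gave 2, 0 and 2. Among the alternatives set before the data were examined, DESeq2 at its default settings gives 160, 92 and 68. The others do not: RLE and TMMwsp factors, total counts only, no filter, filterByExpr, 10 counts in 3 libraries, the replicate block, the likelihood ratio test, limma-trend on log2(TPM + 1), each library left out, and DESeq2 without Cook's filtering (1474) or without independent filtering (100). DESeq2 at its defaults changes several choices at once, and which of them makes the difference was not tested.

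The paper gives about 30 M reads per sample, and counts in genes averaged 8.78 M per library. These are different quantities, and no alternative bears on them.

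Values that did not differ were the genes detected per library, about 2700 to 4500 in the paper and 2691 to 4467 here, the 37 genes of the primary screen, and the log2 fold change of Nep1, -9.97 in the paper's supplement and -9.55 in edgeR. Among the alternatives it was -12.07 to -9.07 with a library left out, -7.07 in the replicate block and -3.28 in limma-trend, the last farther from the paper's value than the standard error of 6.08, and it had no value without control 1 or control 2, with filterByExpr or with 10 counts in 3 libraries.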

Other observations

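The look at SMC2 was chosen only after the result was seen. The list tests were set earlier, and single genes are named where they show a list's result.

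Among receptors for peptides and amines, Octbeta2R, an octopamine receptor, had 5879, 141 and 148 counts in control and 0 in Stromalin KD, at least 2615-fold lower (log2 fold change -14.29, SE 4.23, unadjusted p = 0.000736, adjusted p = 0.430 in edgeR, exact permutation p = 0.1). Without control 1 its log2 fold change was -10.23 with an unadjusted p of 0.0717, and mir-284 overlaps it on the same strand. CrzR, the receptor of corazonin, had 0 in control and 0, 91 and 1113 in Stromalin KD, at least 397-fold higher. Of 21 tested receptors 3 were lower at an unadjusted p under 0.05 (Octbeta2R, Lkr and Octbeta1R), 0 passed over all genes, 1 (Octbeta2R) when adjusted over the list alone, and DESeq2 called 3 (Lkr, Octbeta1R and CrzR). No shift of the group was called (camera, adjusted p = 0.947, and fry for mixed directions, adjusted p = 0.0626).

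Genes of the ecdysone response, which times larval development, included Eip93F at 0, 2 and 0 counts in control and 94, 0 and 6249 in Stromalin KD (log2 fold change 11.59, SE 4.21, unadjusted p = 0.00589, adjusted p = 0.753), Hr4, a nuclear receptor, at 1, 0 and 0 against 2154, 276 and 2, and Eip78C (4.95). Of 13 tested, 9 had a positive fold change, 1 an unadjusted p under 0.05 and 0 an adjusted one. DESeq2 called 2, ftz-f1 and Hr4 (camera, adjusted p = 0.389).

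mt:srRNA, the small mitochondrial rRNA, had 613, 1686 and 853 counts in control and 22666, 7932 and 2700 in Stromalin KD (log2 fold change 3.35, SE 1.17, unadjusted p = 0.00413, exact permutation p = 0.1), and mt:lrRNA, the large one, a log2 fold change of 1.82 (unadjusted p = 0.0111). Of 13 tested mitochondrially encoded genes 11 had a positive fold change, 3 an unadjusted p under 0.05 with mt:CoI (0.50, unadjusted p = 0.0275), and 0 an adjusted one. DESeq2 called 0 (camera, adjusted p = 0.726). Their share of counts was highest in Stromalin KD 1, at 5.36%.

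RpLP0, of the ribosomal stalk, had 6040, 6191 and 6052 counts in control and 1414, 4 and 333 in Stromalin KD (log2 fold change -3.47, SE 1.53, unadjusted p = 0.023, exact permutation p = 0.1). Of 80 tested cytosolic ribosome genes 48 had a negative fold change, 2 were lower at an unadjusted p under 0.05 (RpLP0 and RpL34b) and 0 after adjustment. DESeq2 called 0, and camera gave an adjusted p of 0.133 (p = 0.314 with an estimated correlation). Of 11 tested mitochondrial ribosome genes 2 were lower at an unadjusted p under 0.05, mRpL1 and mRpL51, and 1 when adjusted over the list alone (camera, adjusted p = 0.835).

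Among stress genes, Hsp26, a small heat shock protein, had 4512, 569 and 1013 counts in control and 1, 0 and 95 in Stromalin KD (log2 fold change -6.15, SE 3.23, unadjusted p = 0.0565, exact permutation p = 0.1), and Hsp67Bc 164, 417 and 364 against 7, 3 and 0 (unadjusted p = 0.233). No shift of the 18 tested stress genes was called (camera, adjusted p = 0.367), with 0 at an unadjusted p under 0.05 and 0 called by DESeq2.

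Of 32 tested nuclear genes of oxidative phosphorylation, ND-51 was higher and COX7C lower at an unadjusted p under 0.05 (camera, adjusted p = 0.835). Rpt1 was the only one of 25 proteasome genes under that p (camera, adjusted p = 0.947), and Nup75, at 0 counts in control and 0, 1947 and 147 in Stromalin KD, the only one of 11 nucleoporins (unadjusted p = 0.0494, camera adjusted p = 0.963). None of these passed after adjustment in edgeR (0 genes in each list).

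SMC2, a condensin subunit in the same family as SMC1 and SMC3, had 2550, 0 and 338 counts in control and 0 in Stromalin KD, at least 1226-fold lower (unadjusted p = 0.0166 and adjusted p = 0.809 in edgeR; called by DESeq2). It was picked after the values were seen.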
